# Altered chromatin accessibility in light and hormone responses of rice seedlings

**DOI:** 10.1093/plphys/kiaf438

**Published:** 2025-09-26

**Authors:** Haoxuan Li, Xiaozheng Li, Jianhua Zhang, Guanqun Wang

## Abstract

Light is essential for plant adaptation and the survival of photoautotrophs. However, our understanding of how rice (*Oryza sativa*) seedlings transition from skotomorphogenesis to photomorphogenesis remains limited, especially at the epigenetic level. Here, we show that light greatly alters chromatin accessibility during the switch from skotomorphogenesis to photomorphogenesis. Photosynthesis-related genes exhibited more open chromatin, although more closed chromatin was identified after light exposure at the genome-wide scale. These largely closed chromatin structures parallel the reduced transcriptional activity revealed by RNA polymerase II (Pol II) occupancy. Moreover, transcription activators of GOLDEN2-LIKE (GLKs), which control chloroplast biogenesis and development, primarily bind to light-induced open chromatin regions, thereby functionally establishing rice as a photoautotroph. Additionally, the integrated analysis of chromatin accessibility and Pol II occupancy in response to exogenous indole-3-acetic acid (IAA) and abscisic acid (ABA) application revealed that IAA and ABA have active and repressive roles in inducing chromatin openness and transcriptional activity in rice seedlings, respectively. Collectively, our results provide insight into the epigenomic regulation of rice seedling photomorphogenesis and valuable resources for studying the roles of cis-regulatory elements in the regulation of hormone responses, specifically IAA and ABA, in rice seedlings.

## Introduction

Light transmits key information about the environment, which drives seedlings from skotomorphogenesis to photomorphogenesis and subsequently causes the inhibition of hypocotyl elongation, cotyledon opening and expansion, and maturation of green chloroplasts for photosynthesis. Therefore, light is crucial for plant adaptation and photoautotroph. *Arabidopsis* seedling photomorphogenesis has been well established. Multiple photoreceptors have been identified to be involved in the response of wavelengths of light, light direction, and light duration. These include blue/ultraviolet (UV)-A light photoreceptors cryptochromes [CRYs (Cashmore et al. 1999)] and phototropins (Briggs and Christie 2002) and ZTL/FKF1/LKP2 (Ito et al. 2012), red/far-red light (RL/FRL) photoreceptors phytochromes (Quail 2002), and UV-B light photoreceptor UVB-RESISTANCE 8 (Rizzini et al. 2011). Rice seedlings grown in the dark develop long coleoptiles while undergoing regular circumnutation, showing the characteristic skotomorphogenesis. However, the understanding on how monocotyledon plants, such as rice, go through the switches from skotomorphogenesis to photomorphogenesis remains largely unknown.

Plant development is driven by precise gene expression patterns that largely accomplished through coordinated binding of regulatory proteins to cis-regulatory elements within promoters, enhancers, and other cis-regulatory elements. Active cis-regulatory elements located in the genomic regions are open to regulatory proteins, resulting in gene transcription (Yan et al. 2019; Han et al. 2020). Genome-wide open chromatin mapping enables the identification of the cis-regulatory elements both in genic and intergenic regions (Rodgers-Melnick et al. 2016; Yan et al. 2019; Han et al. 2020). For example, assays of transposase accessible chromatin sequencing (ATAC-seq), have been successfully deployed to generate large-scale open chromatin maps in plants (Wang et al. 2020a; Wang et al. 2022), which contribute to insightful information of the regulation of gene expression in the biological basis at the epigenetic level (Klemm et al. 2019). Plant nuclear hormone signaling elicits diverse developmental responses in different cell types. Auxin, one of the most prominent hormones, functions throughout plant development, acting embryonically, postembryonically, and above and below ground (Moller et al. 2017). Abscisic acid (ABA) acts as a sensitive signal during seed germination, drought stress, grain filling, photosynthesis, and other developmental stages (Wang et al. 2019). However, how the chromatin accessibility correlated with treatments of exogenous indole-3-acetic acid (IAA) and ABA in rice seedlings is still obscure in rice.

To provide better understanding of rice seedling transition from skotomorphogenesis to photomorphogenesis at both epigenetic and transcriptional levels, we applied ATAC-seq, RNA-seq, and ChIP-seq to elucidate chromatin accessibility, transcriptomes, and transcription activity. We find that light rapidly established seedling photomorphogenesis, including switched chloroplast development, by altering chromatin accessibility and transcriptional activity. The analysis of chromatin accessibility and GOLDEN2-LIKE (GLK) transcription factor (TF) ChIP-seq further reveals the roles of rice GLKs in controlling chloroplast biogenesis and development, subsequently underlying photomorphogenesis establishment in the epigenetic level. Moreover, the chromatin accessibility and transcriptional activity greatly activated in response to exogenous auxin, while its response to ABA was not that pervasive. Overall, our results revealed a comprehensive understanding of rice seedling photomorphogenesis in the epigenetic level and provided valuable resources for studying the roles of cis-regulatory elements in hormone responses in rice seedling.

## Results

### Overview of chromatin accessibility during rice seedling photomorphogenesis

After seed germination, seedling photomorphogenesis is one of the earliest responses to light in higher plants. To provide a comprehensive understanding of rice seedling photomorphogenesis, the rice seedling germinated under dark for 3 d were then exposed to light. Next, we sampled the seedlings under dark as the first time point (0 h) and seedlings exposed to light for 8 h (8 h) and 24 h (24 h) for the second and third time points, respectively. In addition, to understand how chromatin accessibility correlated with exogenous auxin and ABA, we performed short-term auxin (IAA) and ABA treatment on rice seedlings (100 *μ*ᴍ IAA and 100 *μ*ᴍ ABA for 30 min) (Fig. 1A). To profile the light responses of rice seedling in the physiological level, we measured the Chlorophyll a and b and carotenoid content across the 3 time points (Fig. 1B). Results showed that Chlorophyll a displayed dramatic increase from 0 to 8 h, while a sharp reduction was found at 24 h. In contrast, Chlorophyll b and carotenoid gradually increased after light exposure. These results suggested dramatic chloroplast development and photosynthesis during photomorphogenesis.

**Figure 1.**
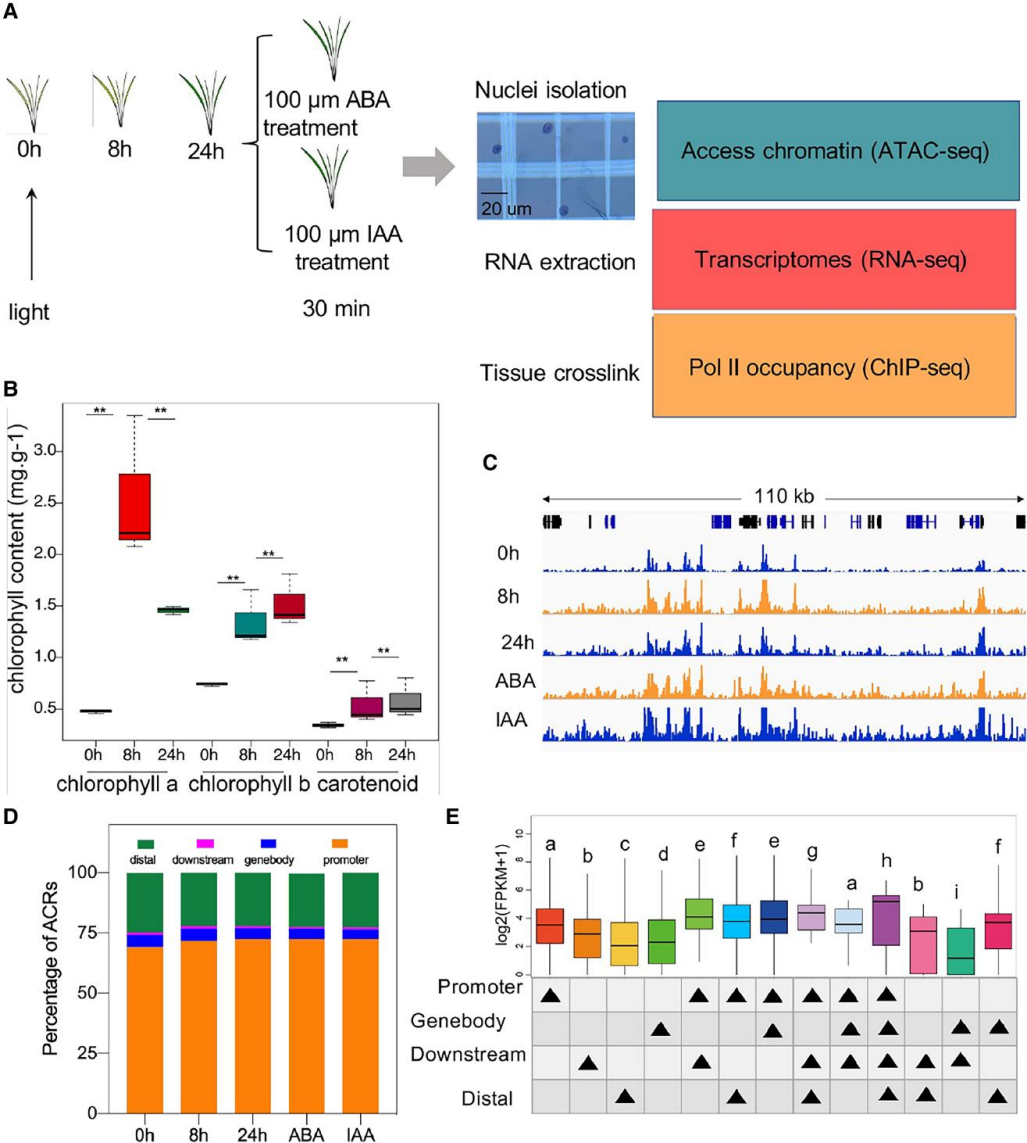
Combination of ATAC-, RNA-, and ChIP-seq to study chromatin accessibilities, gene expressions, and Pol II occupancy during rice seedling photomorphogenesis. **A)** Schematic outline of genome-wide ATAC-seq, RNA-seq, and ChIP-seq assays and time points of sample collections. ABA and IAA were sprayed to the seedlings at 24 h to investigate the chromatin accessibility in response to exogenous hormone. The quality of nuclei was validated with trypan blue staining; the scale bar is shown. **B)** Chlorophyll content of Chlorophyll a, Chlorophyll b, and carotenoid measured at 0, 8 and 24 h. **C)** Integrative Genomics Viewer showing ATAC-seq signals in a 110 kb region (Chr3:26,020,000–26,130,000) in 5 samples as indicated. Tracks showed normalized values of 1 representative biological replicate for each sample. **D)** The percentage of ACRs corresponding to categories of promoter (TSS upstream 2 kb), gene body, downstream (TES downstream 300 bp), and distal intergenic for 0, 8, and 24 h, ABA and IAA. **E)** Boxplots showing expression levels of genes associated with promoter, gene body, downstream, and distal intergenic ACRs. Boxplots show the median (horizontal line), second to third quartiles (box), and Tukey style whiskers (beyond the box). Statistical significance was calculated based on pairwise Wilcoxon signed-rank tests. *P < 0.05; **P < 0.01.

Chromatin accessibility determines the functional state of a cell. To provide a comprehensive understanding of chromatin accessibility during rice seedling photomorphogenesis, we constructed genome-wide maps of ATAC-seq on rice seedlings at 0, 8 and 24 h after light treatment. To identify accessible chromatin regions (ACRs), ATAC-seq reads were analyzed by using MACS2 peak calling software. Overlapped peaks called in the 2 biological replicates of each time point were considered as ACRs (Supplementary Table S1). A genome browser overview of an exemplary 110 kb genomic region illustrates the occurrence of enriched signals as sharp peaks in all samples (Fig. 1C). The principal component analysis (PCA) comparing the enrichment values at all ACRs across all samples showed that biological replicates clustered closely together (Supplementary Fig. S1A). ACRs were widely distributed throughout the genome, with highest enrichment at transcription start sites (TSSs) and mild enrichment at transcription termination sites (TTSs) (Supplementary Fig. S1B). We further explored the ACR distribution across the whole genome by assigning each ATAC-seq peak to the nearest gene based on its annotated TSS. Most of the ACRs (∼70%) were localized at <2 kb upstream of the TSS, hereafter referred to as promoter region, which followed by ACRs at gene distal or intergenic regions (∼22%), gene body regions (∼5%), and downstream regions (<300 bp downstream of the TTS, ∼1%). We found that light increased the proportion of ACRs distributed in the promoter regions accompanied with reduced ACR percentage in distal regions (Fig. 1D). 

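RNA-seq, which measures the transcript level of each gene by sequencing, was performed on rice seedlings grown in the dark for 3 d and sampled at 0, 8 and 24 h of light, and on seedlings at 24 h of light sprayed with 100 μM ABA or 100 μM IAA for 30 min. Each of the 5 conditions had 2 replicates, which gives 10 libraries. The authors trimmed the reads, mapped them to the rice genome with Hisat2 and calculated FPKM, the fragments on a gene relative to its length and to the library's total, with Cufflinks. The deposited values are taken as FPKM from their name and the methods, although Supplementary Fig. S6 plots values equal to these for OsbZIP1 on an axis labelled TPM, so the unit stays open. The table used here covers 2282 genes of chromosome 1 that end at or before position 21262392 (MSU7.0 gene models), and genes outside it are not analysed here. Of these genes, 491 are listed at 0 in every library. The sequencing depth is unknown, because the values are already relative to each library's total and their low values show no fixed step for a single read. From the deposited values, log2(FPKM + 1) was calculated without further scaling for the 1092 genes with a mean of at least 1 FPKM. The 10 libraries were fitted together with limma, and a gene was called at a change of 2-fold or more on this scale with a Benjamini-Hochberg adjusted p-value under 0.01, the limits that the paper gives for its DEGs. A fold change on this scale understates the change of genes with low values. The median of all tested genes fell by 0.378 on the log2 scale from 0 to 24 h, so the scaling between libraries moves every comparison across the light treatment. After median-of-ratios scaling, an alternative that sets the typical gene to no change, this median was -0.017.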

To explore the correlation between ACRs and transcript, we also performed RNA-seq of each sample. By integrating the chromatin accessibility data with the RNA-seq data, we found that the expression levels of genes associated with only the promoter region was significantly higher than those only associated with the gene body, downstream or distal regions, while genes associated with more than 1 ACR category expressed overall at higher levels than those associated with fewer (Fig. 1E).

### Diverse light-responsive chromatin accessibility patterns during rice seedling photomorphogenesis

To achieve the light-responsive chromatin accessibility pattern, we explored K-means clustering approach based on the level of chromatin accessibility to sort all differential peaks resulting in 11 clusters, named C1 to C11, respectively (Fig. 2A and Supplementary Table S2). The sites in Clusters C1, C3, and C7 displayed opened chromatin at 0 h and lost chromatin accessibility after light exposure. Clusters C8, C10, and C11 first lost accessibility at 8 h, and then the chromatin accessibility increased at 24 h. The sites in Clusters C5 and C6 were closed under dark at 0 h and gradually open its chromatin under light at 8 and 24 h. The genes responsible for the photosynthesis process was identified in C6 cluster by gene ontology (GO) enrichment analysis (Fig. 2B). In contrast, the genes belonging to Clusters C2, C4, and C9 showed opened chromatin at 8 h and closed chromatin at 24 h. GO analysis suggested that photosynthesis related genes were also enriched in cluster C9 (Fig. 2C). Interestingly, we observed a significantly higher number of closed chromatin regions compared to those opened chromatin regions, indicating the overall inactive transcription activity during photomorphogenesis. Collectively, the above results reveal that the chromatin accessibility landscape of seedling undergoes rapid and massive transitions during photomorphogenesis.

**Figure 2.**
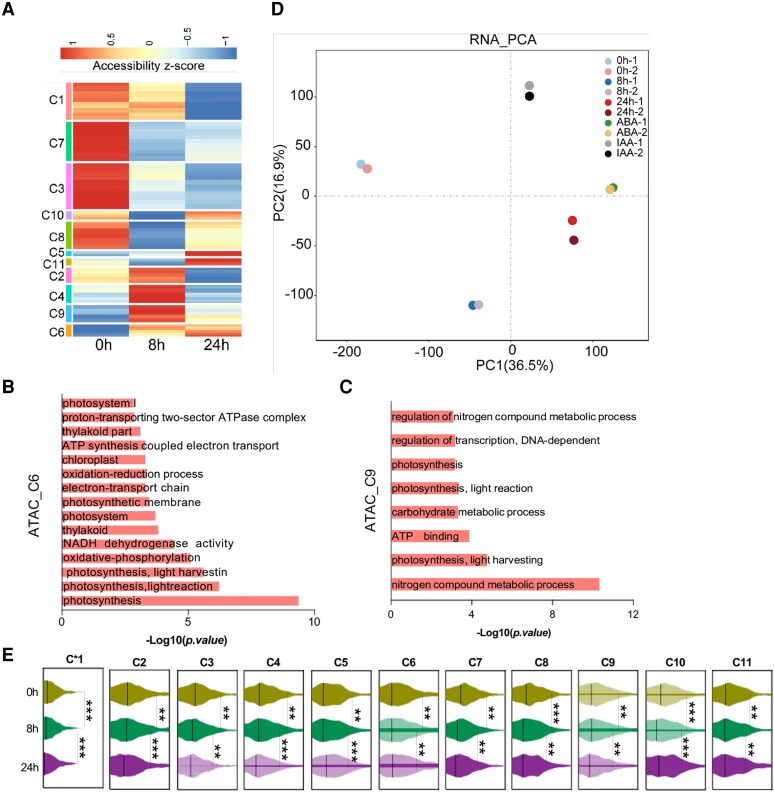
Overview of chromatin accessibility and transcriptome dynamics during photomorphogenesis. **A)** Heatmap of differentially accessible peaks (fold change > 1.5) sorted by K-means clustering across the samples collected at different time points (0, 8, and 24 h). Color bar, accessibility Z score of differentially accessible peaks identified by ATAC-seq. **B** and **C)** GO analysis of Clusters C6 and C9. **D)** PCA plots of RNA-seq data. Color code is shown. Each dot represents 1 sample. **E)** Transcription levels associated with each ATAC cluster were shown. The median value (horizontal line) was shown in each violin plot. Statistical significance was calculated based on pairwise Wilcoxon signed-rank tests. *P < 0.05; **P < 0.01; ***P < 0.001.

Next, we analyzed RNA-seq data of samples collected at the same time points. PCA showed high concordance between replicates (Fig. 2D and Supplementary Table S3). 

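In a PCA of log2(FPKM + 1) over the 1092 tested genes of chromosome 1, PC1 and PC2 held 56.5% and 20.1% of the variance. The Euclidean distance between the replicates was 4.95 at 0 h, 4.86 at 8 h, 5.02 with ABA and 5.37 with IAA, on the log2 scale summed over genes. The replicates at 24 h lay farther apart, at a distance of 7.82. The smallest distance between libraries of different conditions was 12.1, between 24 h replicate 1 and ABA replicate 2. The largest distance between replicates was therefore 0.65 of the smallest distance between conditions. With median-of-ratios scaling, this ratio was 0.64. Across genes, which are not independent replicates, the correlation between replicates was lowest at 24 h (0.9897) and highest at 8 h (0.9962).

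**Figure D1:**
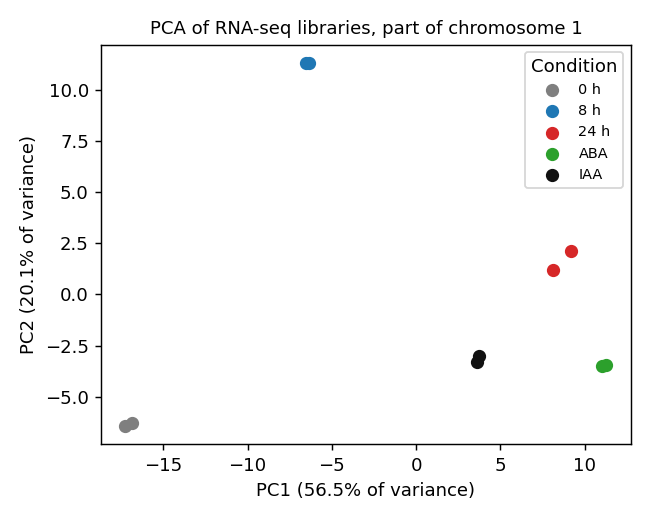
PCA of the 10 RNA-seq libraries over 1092 genes, with the scores on PC1 and PC2 (log2 units) on the axes and each point a library coloured by its condition. The replicates of each condition lie next to each other, with the widest gap at 24 h, a distance of 7.82 over all genes.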

The expression levels of genes associated with ACRs belonging to the above 11 ACR clusters were analyzed. The results showed that the transcript levels of genes associated with C1, C3, and C7 clusters changed similar to that of chromatin accessibility, which gradually decreased from 0 to 24 h (Fig. 2E). In addition, Clusters C2, C5, C8, and C10 also showed similar trend to that of chromatin accessibility (Fig. 2E); for instance, the gene of LOC_Os02g03670 belonged to Cluster C2, and the gene of LOC_Os02g30110 to Cluster C5 (Supplementary Fig. S2, A and B). 

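The cluster assignments of ACRs are taken from the paper's Supplementary Table S2, of which 1998 rows on chromosome 1 were used here out of the 24485 that the paper lists, so no test was run on the clusters. Among these rows, 198 genes of the expression table were assigned to C1, 242 to C3 and 231 to C7. For C1, the median log2(FPKM + 1) over genes was 3.52 ± 0.035 (SD, n = 2) at 0 h, 3.32 ± 0.017 (SD, n = 2) at 8 h, and 3.11 and 3.09 in the replicates at 24 h (SD 0.014, n = 2). In C3 it was 3.03 ± 0.019 (SD, n = 2), 2.86 ± 0.005 (SD, n = 2) and 2.61 ± 0.072 (SD, n = 2) at the same time points. The medians of C7 were 3.02 ± 0.018 (SD, n = 2), 2.69 ± 0.039 (SD, n = 2) and 2.60 ± 0.030 (SD, n = 2). Each of these steps was larger than the SD of the replicates, but the median of all tested genes also changed, by -0.176 from 0 to 8 h and -0.175 from 8 to 24 h. Relative to that median, the genes of C1 with a mean of at least 1 FPKM changed by -0.03 and -0.07 at these steps. Those of C3 changed by -0.06 and -0.04, and those of C7 by -0.03 and 0.00. From 0 to 24 h, 146 genes of C1 were lower and 38 higher, 184 genes of C3 were lower and 31 higher, and 166 genes of C7 were lower and 46 higher. The median change over genes from 0 to 24 h was -0.36 in C1, -0.38 in C3 and -0.30 in C7. The genes of these clusters with a mean of at least 1 FPKM changed by -0.50, -0.50 and -0.47, which is -0.12, -0.12 and -0.09 relative to the median of all tested genes. After median-of-ratios scaling, the median changes over all genes of C1, C3 and C7 were -0.06, -0.05 and -0.02. From the decrease in transcript level at these time points, the paper states that genes of C1, C3 and C7 changed in a way similar to their chromatin accessibility.

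**Figure D2:**
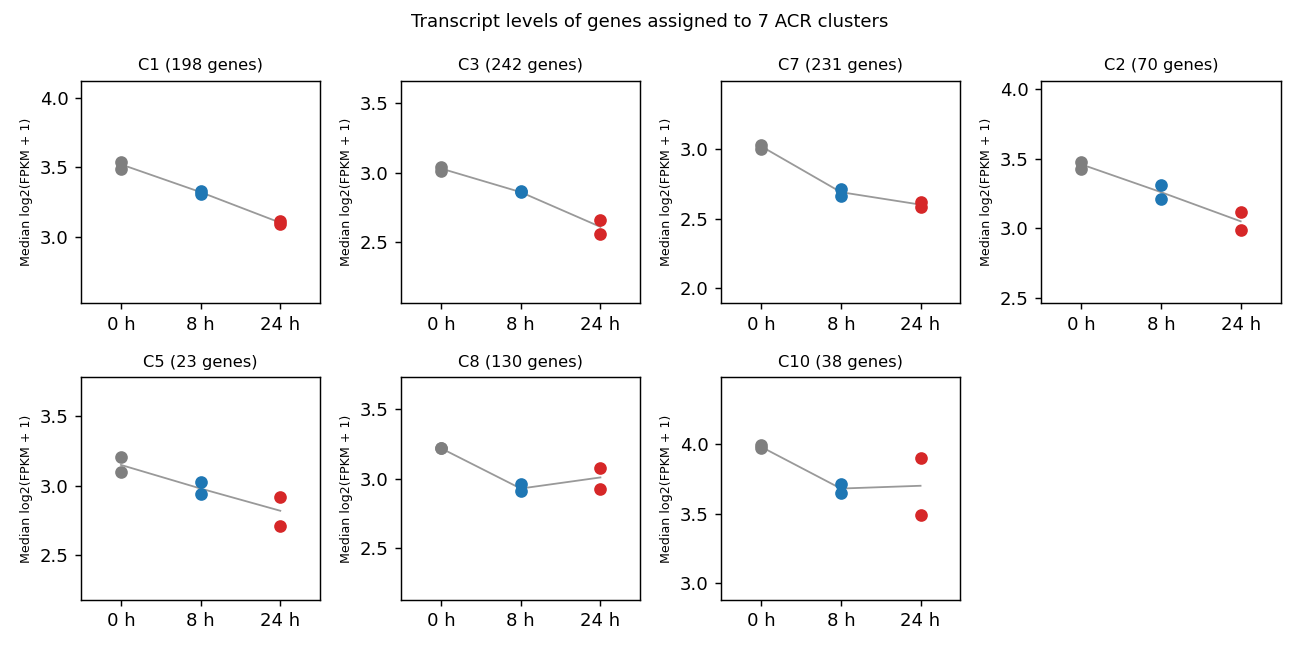
Median log2(FPKM + 1) over the genes assigned to each of 7 clusters at 0, 8 and 24 h, with a point for each library and a line through the means, on axes of equal span. C1, C3 and C7 fall at each step, by -0.36, -0.38 and -0.30 in median change from 0 to 24 h, as the values were deposited. The median of all tested genes changed by -0.378 over the same time.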

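In the rows of the cluster table used here, 70 genes were assigned to C2, 23 to C5, 130 to C8 and 38 to C10. From 0 to 8 h, the median change over genes on the log2(FPKM + 1) scale was -0.03 in C2, -0.06 in C5, -0.13 in C8 and 0.00 in C10. From 8 to 24 h it was -0.14 in C2, 0.05 in C5 and 0.00 in both C8 and C10. The value for C5 was within the SD of the replicates (0.111). It ran from 0.00 to 0.06 with each library of these time points left out in turn. It was 0.00 over genes in 1 cluster and 0.16 over genes with a mean of at least 1 FPKM. For C8, the median over genes was 3.22 ± 0.003 (SD, n = 2) at 0 h, 2.93 ± 0.032 (SD, n = 2) at 8 h and 3.01 ± 0.111 (SD, n = 2) at 24 h, so the later rise was within the SD of the replicates. For C10 the medians were 3.98 ± 0.017 (SD, n = 2), 3.68 ± 0.038 (SD, n = 2) and 3.70 ± 0.285 (SD, n = 2), and the difference between 8 and 24 h was again within that SD. The median of C2 was 3.46 ± 0.036 (SD, n = 2), 3.26 ± 0.069 (SD, n = 2) and 3.05 ± 0.090 (SD, n = 2) as deposited. In C5 the medians were 3.15 ± 0.079 (SD, n = 2), 2.98 ± 0.065 (SD, n = 2) and 2.82 ± 0.143 (SD, n = 2). After median-of-ratios scaling, the median change from 0 to 8 h turned positive in C2 (0.03), C5 (0.08) and C10 (0.06), and from 0 to 24 h in C5 (0.27). Relative to the median of all tested genes, the genes of C2 with a mean of at least 1 FPKM changed by 0.09 from 0 to 8 h and by -0.11 from 8 to 24 h. Those of C5 changed by 0.13 and 0.33, those of C8 by -0.02 and 0.15, and those of C10 by 0.04 and 0.19. The genes LOC_Os02g03670 and LOC_Os02g30110 are not analysed here.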

To further explore the correlation between transcript levels and chromatin accessibility, we compared the differential ACRs (DACRs) with differentially expressed genes (DEGs). However, we found that only 37% DEGs were correlated with DACRs in 8 h versus 0 h, while 26% DEGs identified in 24 versus 8 h were correlated with DACRs (Supplementary Fig. S2, C to F). This probably revealed that chromatin accessibility is not always correlated with its expression level, which was also being determined by DNA methylation levels and the type of histone modifications in the promoter (Klemm et al. 2019). 

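Over the 1092 tested genes of chromosome 1, 46 genes were called higher and 42 lower at 8 h than at 0 h, and 38 were called higher and 39 lower at 24 h than at 8 h (limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling the split moved to 70 higher and 25 lower at 8 h, or 73.7% higher against 52.3% with the values as deposited. For 24 h against 8 h it moved to 52 higher and 24 lower, or 68.4% against 49.4%. Of the 88 genes called at 8 h, 72 stayed at a 2-fold change or more in each of the 4 comparisons that left out a library of these time points, as did 60 of the 77 genes called at 24 h. The tables used here do not pair gene IDs with names. The largest rises at 8 h were those of LOC_Os01g19740 (log2 change 3.73, SE 0.082, adjusted p = 2.69e-12 from limma) and LOC_Os01g22980 (log2 change 3.59, SE 0.089, adjusted p = 6.05e-12 from limma). The largest falls at 8 h were those of LOC_Os01g12570 (log2 change -3.48, SE 0.122, adjusted p = 2.11e-10 from limma) and LOC_Os01g15270 (log2 change -3.10, SE 0.071, adjusted p = 2.69e-12 from limma). The overlap of DEGs with DACRs is not analysed here.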

Since TFs probably display binding preferences at DACRs, we performed ATAC-seq footprint analysis (Bentsen et al. 2020) for genome-wide TF motif scanning (Supplementary Table S4). As observed, some TF binding motifs showed significantly different ATAC-seq footprint scores after exposure to light conditions, indicating that these TFs might play important roles in forming the DACRs (Supplementary Table S5).

### GLKs contribute to rice photomorphogenesis through binding on light-responsive opened chromatin regions

Photosynthesis is arguably one of the most important and conserved biological processes in plants, and GOLDEN2-LIKE (GLK) are well-known transcription activators controlling chloroplast biogenesis and development (Tu et al. 2022). Two redundant copies of GLK exist in rice genome. We would like to know how chromatin accessibility coordinates with GLK binding to control gene expression during chloroplast biogenesis in response to light. To this end, we first explored the chromatin accessibility and gene expression levels of 2 GLK genes. Gradually opened chromatin accessibility was identified in both GLK1 and GLK2 during the switches from dark to light. Both GLK1 and GLK2 were highly expressed across the 3 stages even under the dark conditions (Fig. 3A). 

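GLK2 (LOC_Os01g13740) lies on the minus strand of chromosome 1 from 7686884 to 7693987 (MSU7.0 gene models). Its transcript level was 20.6 ± 0.460 FPKM (SD, n = 2) at 0 h, in the dark, and 21.0 ± 0.928 FPKM (SD, n = 2) at 8 h. Averaged over the 10 libraries, its level was above that of 79.2% of the 1092 tested genes. GLK1 is not analysed here.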

The expression levels of GLK1 maintain a similar level across the 3 stages. In contrast, GLK2 was significantly induced by light under 24 h (Fig. 3A). 

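At 24 h of light the transcript level of GLK2 was 34.4 ± 2.70 FPKM (SD, n = 2), with both replicates above those at the earlier time points. The log2 change from 0 h was 0.71 (SE 0.073, adjusted p = 2.45e-06 from limma with Benjamini-Hochberg adjustment), which is below a 2-fold change. It was 1.11 after median-of-ratios scaling (adjusted p = 3.00e-08 from limma), which is above a 2-fold change. With each library of these time points left out in turn, the change stayed between 0.64 and 0.79. Between 0 and 8 h, no change was detected in the values as deposited (log2 change 0.03, SE 0.073, adjusted p = 7.19e-01 from limma). After median-of-ratios scaling this change was 0.25 (adjusted p = 1.14e-02 from limma), which did not pass 0.01. The difference between 24 h and 8 h was 0.68 on the log2 scale (SE 0.073, adjusted p = 6.87e-06 from limma).

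**Figure D3:**
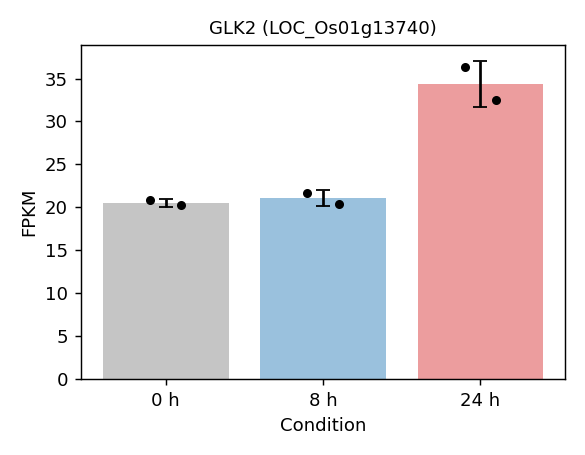
Transcript level of GLK2 in FPKM at 0, 8 and 24 h of light, with bars for the mean of 2 replicates, error bars for the SD and a point for each library. Both libraries at 24 h, with a mean of 34.4, lie above the 4 libraries at 0 and 8 h.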

Next, we asked about the correlation between ACRs and GLK binding sites in rice. To answer this, we thereby retrieved 2 GLKs' ChIP-seq datasets of rice (Tu et al. 2022) and analyzed its binding sites (Fig. 3B). We found that more than 50% of the 2 GLK binding sites were distributed in the promoter region, followed by distal and gene body regions (Fig. 3B). By comparing the GLK peaks to ACRs, we found that the signals of the 2 GLKs ChIP-seq datasets were enriched at the ACR peak centers (Fig. 3C). Moreover, the intensity of those binding sites increased under light, suggesting that light increased chromatin accessibility of GLK targeted genes, thus allowing GLK binding on these ACRs. We also annotated the binding sites of 2 GLKs to its nearby genes and performed the GO enrichment analysis. As expected, the GLK-targeted genes were significantly enriched in the photosynthesis-related genes, for example, the chlorophyll biosynthetic process, pigment biosynthetic process, thylakoid, and photosystem (Fig. 3D). Then individual gens, such as the chlorophyll-binding proteins LIGHT HARVESTING COMPLEX A/B (LHCA/B) and those encoding subunits of Photosystem I/II, showed 5′ end proximal GLK1 and GLK2 ChIP-seq peaks (Fig. 3E and Supplementary Fig. S3). These peaks also overlapped with the increased ATAC-seq peaks under light (Fig. 3E and Supplementary Fig. S3), which were accompanied with increased transcript levels. These results suggested that GLKs bind to the opened chromatin regions on the promoter of photosynthetic-related genes, promoting to build photosynthesis under light.

**Figure 3.**
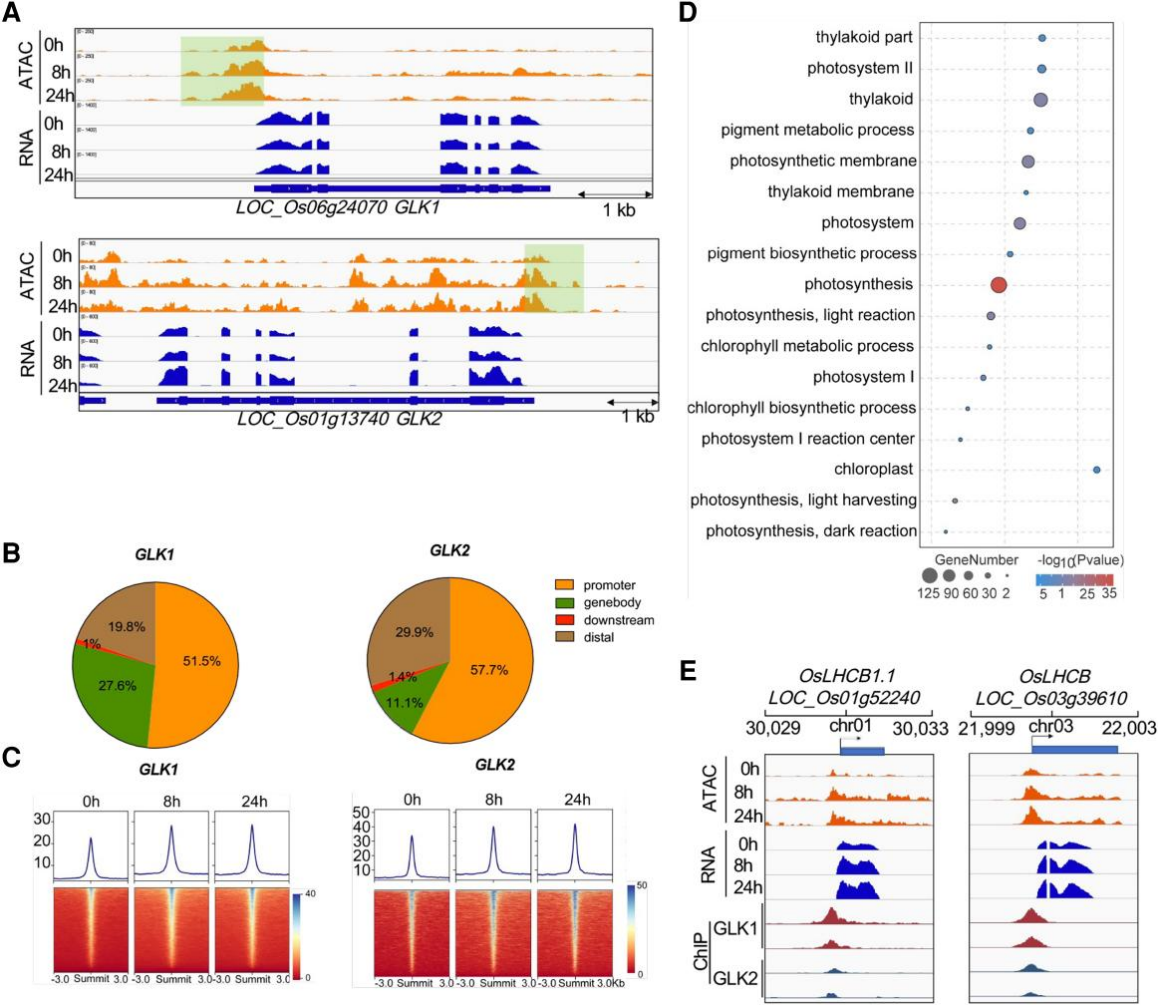
GLKs bind to opened ACRs to control chloroplast biogenesis and development. **A)** The ATAC-seq tracks (upper panel) and RNA-seq data (lower panel) for 2 GLKs. The genomic regions are shown, and the location of differential peaks is shadowed. **B)** Distributions of GLK ChIP-seq peaks in the promoter, gene body, downstream, and distal regions. **C)** ChIP-seq signal of 2 GLK genes enriched at the ACR peak summit. Regions of ±3 kb from peak summits were shown. **D)** GO enrichment analysis of GLK2 peak-associated genes. **E)** Representative targets of GLKs that are involved in the photosynthesis process. Light harvest genes, for instance, *OsLHCB1.1* (*LOC_Os01g52240*) and *OsLHCB* (*LOC_Os03g39610*).

### The roles of auxin and ABA in regulation of gene expression through the epigenetic levels in rice seedling

To understand the dynamic chromatin accessibility of rice seedling responding to hormones of IAA and ABA, we performed short-term auxin or ABA treatment on rice seedlings followed by ATAC-seq and RNA-seq, respectively. If an ACR showed increased or decreased tagment signals >1.5 fold after the treatment of IAA or ABA, it was considered as induced and repressed ACR. Overall, we identified 8,331 IAA-induced ACRs and 1,820 IAA-reduced ACRs, suggesting the predominant role of auxin in activating the chromatin to open (Fig. 4A). Regarding ABA responses, we identified 1,318 ABA-induced ACRs and 9,827 ABA-repressed ACRs. This might suggest the role of ABA in repressing chromatin accessibility (Fig. 4B). Thereby, auxin-responsive chromatin accessibility was opposite to that of ABA. Genes associated with ABA and IAA altered ACRs enriched in several GO categories. Interestingly, genes associated with ABA-repressed ACRs showed significantly enriched biological pathways of response to hormone stimulus and response to endogenous stimulus and photosynthesis, indicating the inhibition of photosynthesis by ABA (Fig. 4C). Genes associated with ABA-induced ACRs are enriched in the nitrogen compound metabolic process and gene expression pathways (Supplementary Fig. S4A). Genes associated with IAA-induced ACRs were significantly enriched in the pathways of nucleic acid binding and transcription regulator activity (Supplementary Fig. S4B). In contrast, genes associated with IAA-repressed ACRs were greatly enriched in photosynthetic-related pathways (Supplementary Fig. S4C). In addition, we evaluated whether ACRs on different genomic categories showed a different response to ABA/auxin. Through the comparisons, we observed that the fractions of ABA-induced ACRs in the promoter and downstream regions were lower than those of ABA-reduced ACRs, while fractions of ABA-induced ACRs in the gene body and distal regions were much higher than those of ABA-reduced ACRs (Fig. 4D). In contrast, the fractions of IAA-induced promoter ACRs were higher than IAA-reduced ACRs, whereas IAA-reduced ACRs in the gene body, downstream, and distal regions were much less than those of IAA-reduced ACRs (Fig. 4D).

**Figure 4.**
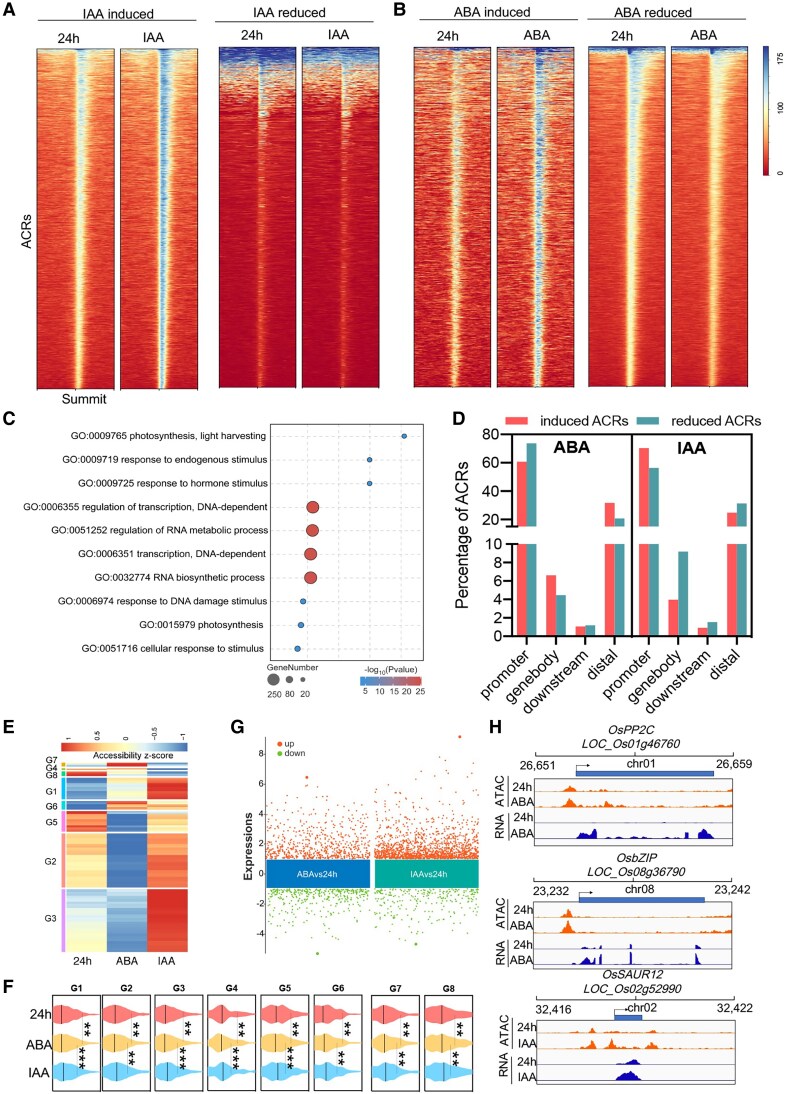
Characterization of ABA-/IAA-induced or IAA-repressed ACRs. **A** and **B)** Heatmaps showing ATAC-seq coverage from −2 to +2 kb around the center of IAA-altered (including induced and repressed) **(A)** and ABA-altered (including induced and repressed) ACRs **(B)**. **C)** GO analysis showing enriched pathways of genes associated with ABA-repressed ACRs. **D)** Bar plots showing percentage of responsive ACRs per ACR category. **E)** Heatmap of differentially accessible peaks (fold change > 1.5) sorted by K-means clustering across the samples after treatment with ABA or IAA. Color bar, accessibility *Z* score of differentially accessible peaks identified by ATAC-seq. **F)** Transcript levels of those genes associated with differentially accessible peaks within different clusters. **G)** Scatter plot showing up- or downregulated genes regulated by ABA and IAA. Upper dots showing the downregulated genes, while lower dots showing the upregulated genes. **H)** Examples of the positive correlation between chromatin accessibility and transcript levels regulated by ABA or IAA. OsPP2C and OsbZIP altered by ABA were responsible for ABA signal transduction, while IAA changed the chromatin state and transcript levels of OsSAUR12. Statistical significance was calculated based on pairwise Wilcoxon signed-rank tests. *P < 0.05; **P < 0.01; ***P < 0.001.

Next, we explored the K-means clustering approach based on the level of chromatin accessibility to sort all ABA- and IAA-altered peaks resulting in 8 clusters, named G1 to G8, respectively (Supplementary Table S6). The results also showed that most of the ABA-responsive ACRs were closed, while auxin-responsive ACRs were more opened (Fig. 4E). Moreover, gene expression pattern further demonstrated the reduced transcript levels in ABA-responsive ACR-associated genes (Fig. 4F). We also compared the DEGs caused by ABA and auxin, respectively (Fig. 4G). The number of the ABA-upregulated genes (1,676) and ABA-downregulated genes (1,654) were similar, while the number of the total DEGs was much less than these DACRs (Fig. 4G). 

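Among the 1092 tested genes of chromosome 1, 18 were called higher and 4 lower with ABA than at 24 h (limma with Benjamini-Hochberg adjustment). With a pseudocount of 0.1 in place of 1, the alternative that moved the lower genes most, 25 were higher and 10 lower. After median-of-ratios scaling, 26 were higher and 4 lower. In each of the 4 comparisons that left out a library of ABA or 24 h, 17 of the 22 called genes stayed at a 2-fold change or more. The largest rises were those of LOC_Os01g03330 (log2 change 2.12, SE 0.123, adjusted p = 1.82e-07 from limma) and LOC_Os01g09640 (log2 change 1.96, SE 0.088, adjusted p = 2.48e-08 from limma). LOC_Os01g11280 (log2 change -1.43, SE 0.112, adjusted p = 1.98e-06 from limma) and LOC_Os01g37000 (log2 change -1.39, SE 0.109, adjusted p = 1.98e-06 from limma) fell most. Both hormone groups are compared with the libraries at 24 h. The methods also describe a spray with 1% DMSO alone, and whether the 24 h libraries received it is not known here. The methods give the same solvent for ABA and IAA, and 63 genes were called between these groups, 53 higher and 10 lower with IAA, or 27 and 18 after median-of-ratios scaling, so the solvent is not the whole cause of those differences. LOC_Os01g09640, for example, differed between IAA and ABA by a log2 change of -1.90 (SE 0.088, adjusted p = 2.32e-08 from limma). For changes in the same direction with both hormones, as in the 3 genes called higher with both, a part due to the solvent stays open.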

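With IAA, 51 of the 1092 tested genes of chromosome 1 were called higher and 1 lower than at 24 h (limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling, 36 were higher and 6 lower, so that 85.7% of the called genes were higher against 98.1% with the values as deposited. The median of all tested genes rose by 0.135 on the log2 scale between 24 h and IAA as the values were deposited. Of the 52 called genes, 37 stayed at a 2-fold change or more in each of the 4 comparisons that left out a library of IAA or 24 h. LOC_Os01g09220 (log2 change 2.53, SE 0.122, adjusted p = 2.72e-08 from limma) and LOC_Os01g28790 (log2 change 2.33, SE 0.100, adjusted p = 2.26e-08 from limma) rose most, and the gene called lower was LOC_Os01g37590 (log2 change -1.24, SE 0.093, adjusted p = 8.93e-07 from limma). Compared directly, 53 genes were higher and 10 lower with IAA than with ABA, and 27 higher and 18 lower after median-of-ratios scaling.

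**Figure D4:**
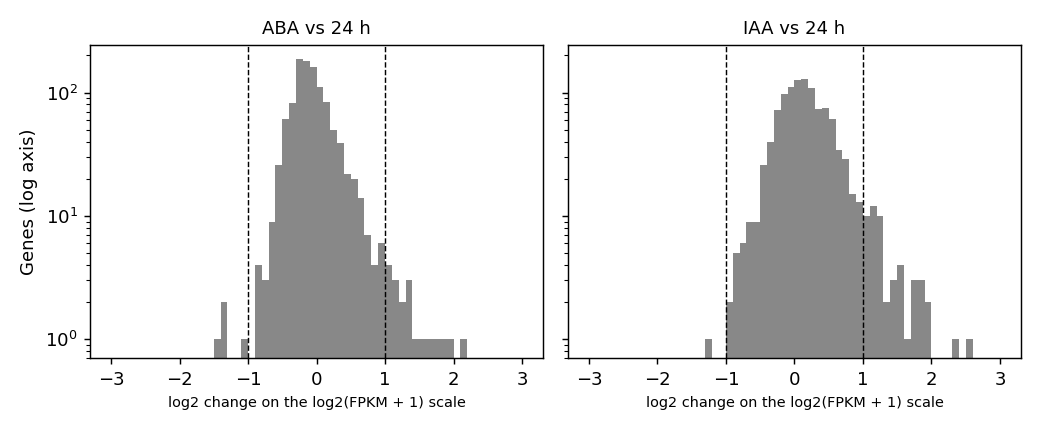
Number of genes (log axis) by log2 change on the log2(FPKM + 1) scale for ABA and IAA against 24 h over 1092 genes, with dashed lines at a 2-fold change. More genes lie beyond the upper line with IAA, where 51 were called higher, than with ABA, where 18 were.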

In terms of auxin-altered DEGs, a total of 3,204 genes were upregulated, while 1,218 genes were downregulated (Fig. 4G). For example, ABA-responsive DEGs involved in the ABA signaling pathway encoding PP2C and bZIP were induced by ABA, which was accompanied with increased chromatin accessibility (Fig. 4H). OsSAUR12 gene involved in auxin signaling was upregulated, consisting with elevated chromatin accessibility under auxin treatment (Fig. 4H). Additionally, our ATAC-seq footprint analysis (Bentsen et al. 2020) for TF motif scanning (Supplementary Table S4) revealed a large number of TF binding motifs that showed significantly different ATAC-seq footprint scores after the ABA treatment and the IAA treatment (Supplementary Table S5), respectively, suggesting that hormone-responsive TFs are critical for the DACR formation.

### Light reduces transcription activity and IAA activates gene transcription in rice

In eukaryotic cells, protein-coding genes, as well as some noncoding genes, are transcribed by DNA-dependent RNA polymerase II (Pol II), which executes a series of distinct steps: including binding to promoters, initiating RNA synthesis, and then pausing in early transcriptional elongation. To profile genome-wide transcriptional dynamics and transcribing genes during rice photomorphogenesis, RNA Pol II ChIP-seq was conducted. Then, we plotted the correlation between Pol II occupancy and pattern of gene expressions using samples of 0 h as an example. As observed, genes with Pol II binding from regions of TSS to ATG displayed the highest expression levels among all the other Pol II occupancy, which is followed by Pol II occupancy from TAA to TTS, and gene body regions (Fig. 5A). Next, we explored the roles of Pol II binding in transcription by classifying these genes occupied with dual modifications, including both Pol II and ACR, occupied only with Pol II and only featured with ACR, respectively (Fig. 5B). Results showed that genes with dual modifications displayed the highest expression levels, while lower expression levels were observed with a single feature. Notably, transcript levels of genes occupied only with Pol II were significantly higher than those only featured with ACR (Fig. 5B). Therefore, Pol II occupancy is more accurate in describing gene transcriptional activity than ACR. We also found reduced Pol II occupancy in the proximal regions under light compared to dark conditions, revealing that light inhibits genome-wide transcription activity during seedling photomorphogenesis (Fig. 5, C and D).

**Figure 5.**
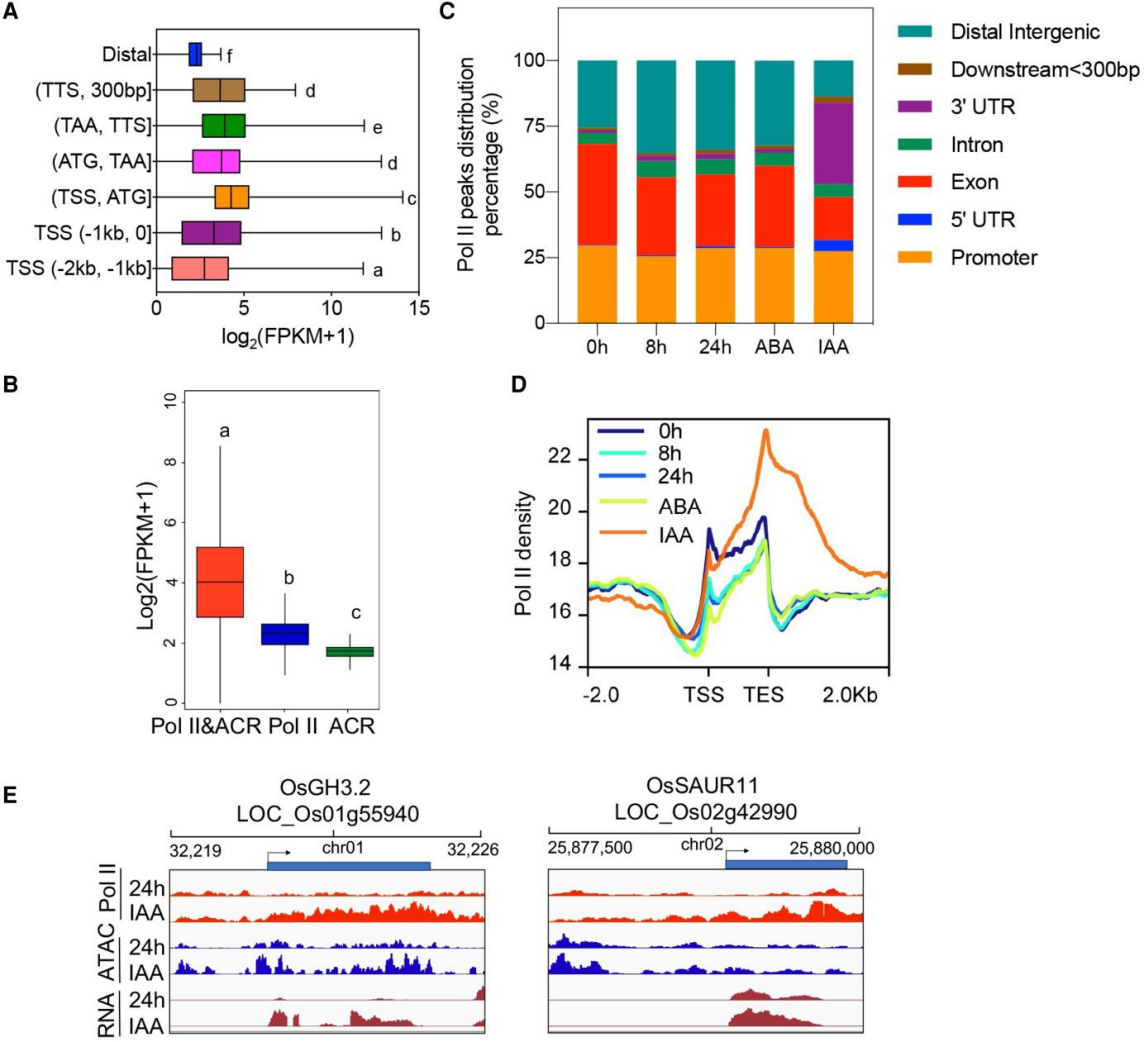
RNA Pol II occupancy during rice photomorphogenesis and its response to auxin and ABA. **A)** Boxplots showing expression levels of genes associated with RNA Pol II occupancy in different regions of the genome structure. TSS, transcription start sites; TTS, transcription termination site. ATG is the start codon, and TAA is the stop codon. Boxplots show the median (horizontal line). Upper and lower quartiles were the box limits. The outlier is the data point that is located outside the whiskers of the boxplot. Different letters represent significant difference. **B)** The transcription activity of genes associated with both Pol II and ACR, genes associated with non-Pol II-modified ACR, and genes associated with only Pol II modification. Boxplots show the median (horizontal line). Upper and lower quartiles were the box limits. The outlier is the data point that is located outside the whiskers of the boxplot. Different letters represent significant difference. FPKM, fragments per kilobase per million. **C)** Pol II peak distribution on different gene structures. UTR, untranslated region. **D)** Pol II density among all the samples and IAA treatment dramatically altered Pol II profile in the gene coding region. TSS, transcription start sites; TES, transcription end sites. **E)** Exogenous IAA-induced ACRs associated with auxin signal transduction, allowed the Pol II binding, and subsequently promoted its transcript levels. Pol II, RNA polymerase II.

Since Pol II is directly involved in the gene transcription, we would like to know the Pol II occupancy in response to IAA and ABA. Then, we conducted the Pol II ChIP-seq of the rice seedlings treated with the exogenous IAA and ABA at 24 h, respectively. To our surprise, the Pol II distribution pattern across genomic structures was greatly altered after spraying with exogenous IAA， in which about 31% peaks were identified in the 3′UTR regions accompanied with reduced density in the exon and distal intergenic regions after the spraying (Fig. 5C). This dramatic increase in Pol II density around TES (Fig. 5D) probably suggested enhanced transcription elongation and termination, which subsequently increased the gene transcription activity in response to exogenous IAA. Furthermore, this was in line with the increased chromatin accessibility density under IAA treatment (Supplementary Fig. S1B). However, the effect of exogenous ABA in altering the Pol II occupancy was not as dramatic as IAA (Fig. 5D). Next, to better decipher the Pol II binding after IAA treatment, we assigned the differential Pol II binding sites to genes. The Kyoto Encyclopedia of Genes and Genomes analysis of these genes suggested that IAA treatment significantly activated Pol II binding on pathways of, for instance, the plant hormone signal transduction, photosynthesis, carbon fixation in photosynthetic organisms, and circadian rhythm in plants (Supplementary Fig. S5). Specifically, genes involved in the auxin-related pathway, such as OsGH3.2 and OsSAUR11, demonstrated higher Pol II and ATAC density under IAA treatment, further positively associating with increased transcript levels (Fig. 5E). All these together suggested the positive roles of exogenous IAA in promoting transcription activity, while no dramatic change of gene transcription activity was identified after the ABA treatment.

## Discussion

Open chromatin reorganization occurs during major developmental phase transitions in plants (Wu et al. 2022). However, chromatin accessibility dynamics and active transcriptional activity during the light-mediated rice seedling photomorphogenesis, as a common and crucial event during the rice development, are still poorly understood. Here we report the epigenomic and transcriptional dynamics underlying rice seedling photomorphogenesis and uncovered chromatin accessibility profiling of rice seedling in response to IAA and ABA. First, our results indicate that chromatin accessibility plays an important role in seedling photomorphogenesis through the complex reprogramming of chromatin state, particularly sorted into 11 clusters. Surprisingly, more than half of these clusters showed reduced chromatin accessibility under light, indicating that repressed chromatin accessibility was also important for the rice photomorphogenesis. In contrast, light indeed activates the chromatin state of those genes involved in photosynthesis. To further explore the roles of chromatin accessibility in mediating chloroplast biogenesis and development during photomorphogenesis, we retrieved the ChIP-seq datasets of 2 rice GLK genes, which are the regulators of chloroplast development. The transcript levels of GLKs are stable from dark to light, while the chromatin accessibility and transcript levels of its targeted genes involved in the photosynthesis process were increased (Fig. 3E and Supplementary Fig. S4). This probably indicates that GLK binding is associated with specific active enhancers in a light-dependent manner to regulate expression of its targets.

ACRs can contain regulatory elements that serve as binding sites for TFs (Huang et al. 2022; Huang et al. 2023); therefore, accessibility changes are considered to be accompanied with gene expression changes. However, we noted the limited overlap between DACRs and DEGs. This further indicated that gene expression is controlled by various layers beyond chromatin accessibility, including DNA methylation or histone modifications (Bulger and Groudine 2011; Wang et al. 2020b; Wang et al. 2022). Besides, many DACRs are located in enhancers, silencers, or other distal regulatory elements (Bulger and Groudine 2011), which may regulate multiple genes or remain inactive under current conditions, thus failing to reflect gene expression.

In this study, we demonstrated that GLKs contribute to rice photomorphogenesis through binding on light-responsive opened chromatin regions. However, the light-responsive TFs of HY5 could also play important roles during the rice photomorphogenesis process. 

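OsbZIP1 (LOC_Os01g07880), one of the rice homologs of Arabidopsis HY5, lies on the minus strand of chromosome 1 from 3811149 to 3812069 (MSU7.0 gene models). Its transcript level was 5.64 ± 0.0846 FPKM (SD, n = 2) at 0 h, 4.62 ± 0.436 FPKM (SD, n = 2) at 8 h and 3.08 ± 0.890 FPKM (SD, n = 2) at 24 h. The log2 change from 0 to 8 h was -0.24 (SE 0.133, adjusted p = 1.31e-01 from limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling this change was -0.05 (adjusted p = 7.48e-01 from limma). It ran from -0.32 to -0.16 in the deposited values with each library of these time points left out in turn. As deposited, the change from 8 to 24 h was -0.48 (SE 0.133, adjusted p = 8.62e-03 from limma). From 0 to 24 h it was -0.72 (SE 0.133, adjusted p = 3.32e-04 from limma). Both were below a 2-fold change. The change from 8 to 24 h was -0.33 after median-of-ratios scaling (adjusted p = 6.28e-02 from limma), -0.25 without 24 h replicate 2 and -0.70 without 24 h replicate 1. The change from 0 to 24 h was -0.50 without 24 h replicate 2 and -0.94 without 24 h replicate 1. Relative to the median of all tested genes, it was -0.34. After median-of-ratios scaling the change from 0 to 24 h was -0.38 (adjusted p = 2.76e-02 from limma), and without a filter on low values it was -0.72 with an adjusted p of 1.28e-02 from limma. OsbZIP18 and OsbZIP48 are not analysed here.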

We found that among the 3 homologs of *Arabidopsis* HY5 (AtHY5) in rice (Nijhawan et al. 2008; Burman et al. 2018), only the expression of OsbZIP18 and OsbZIP48 showed positive response to light (Supplementary Fig. S6), while OsbZIP1 was not significantly changed under light. Therefore, OsbZIP18 and OsbZIP48 are the light-responsive TFs, in this study, that potentially play essential roles during the rice photomorphogenesis process. In addition, the PIF family genes in rice (*Oryza sativa*) are known as OsPILs with 6 members, including OsPIL11–OsPIL16 (Nakamura et al. 2007; Sun et al. 2020). It is reported that OsPIF14 (known as OsPIL14, Os07g0143200) plays a crucial role in cross-talk between light and stress signaling (Cordeiro et al. 2016). However, the expression of OsPIF14 was not significantly altered by the light treatment (Supplementary Fig. S6). OsPIL13 (LOC_Os03g56950) was verified to be responsible for the pale-green phenotype in rice (Sakuraba et al. 2017), and it was upregulated under light in this study. This indicates its positive roles for the photomorphogenesis process in rice.

Phytohormones profoundly affect plant growth and development. Auxin is remarkably involved in the regulation of most plant growth and development (Weijers and Wagner 2016), while ABA is frequently defined as a “stress hormone” with roles in the regulation of biotic and abiotic stress responses and also plays roles in plant growth and development under nonstress conditions (Vishwakarma et al. 2017; Yoshida et al. 2019). Auxin and ABA are critical for plant development and stress response, while the chromatin accessibility in rice seedlings mediated by exogenous IAA and ABA is still obscure in rice. In this study, we applied the exogenous IAA and ABA to the seedlings under light at 24 h and investigated the chromatin accessibility. Much more opened chromatin was observed under the application of exogenous IAA than those of ABA (Fig. 4, A, B, and E), indicating the active role of IAA and the repressive role of ABA in regulating chromatin state. The Pol II ChIP-seq data further demonstrated the positive roles of IAA in regulating gene transcription; however, this was not impressive with regard to the ABA treatment (Fig. 5D). Therefore, our data provides evidence of how IAA and ABA regulate chromatin state, thus controlling gene transcription in rice seedling.

Overall, our results revealed a comprehensive understanding of rice seedling photomorphogenesis both in the epigenetic and transcriptional levels, as well as provided valuable resources for studying the roles of cis-regulatory elements in the regulation of hormone responses.

## Methods

### Plant materials and sampling

The rice cultivar of YD6 (*O. sativa* Indica) was germinated under dark conditions in a growth chamber (28 °C) at the Chinese University of Hong Kong, Hong Kong, China. After 3 d of germination in darkness, the germinated rice plants were placed in a growth chamber (BPC600H, Fujian Jiupo Biotechnology Co., Ltd, China) with (28 °C) under light conditions at the Chinese University of Hong Kong, Hong Kong, China. Seedlings at 3 d under dark conditions and seedlings under light conditions after 8 and 24 h were sampled for the following experiments.

### Auxin- and ABA-treated rice seedlings and sampling

Seedlings under light conditions at 23 h and 30 min were immediately sprayed with 100 *μ*ᴍ IAA (dissolved in 1% DMSO), 100 *μ*ᴍ ABA (dissolved in 1% DMSO), and 1% DMSO for 30 min respectively, according to the previously reported method (Galli et al. 2018). Then the treated seedlings were sampled for the following experiments.

### ATAC-seq library construction

Freshly collected seedlings with 2 biological replicates were immediately chopped with a razor blade for 5 min in 100 *μ*L lysis buffer [20 mm MES, pH 5.7, 0.6 m mannitol, 10 mm MgCl_2_, 10 mm KCl, 0.1% 2-mercaptoethanol and 0.2% Triton X-100, 1× PI (protease inhibitor)] on ice (2 biological replicates were performed) according to our previous work (Wang et al. 2022). Thereafter, the chopped slurry was washed with 1 mL lysis buffer in a 1.5 mL tube and incubated for 5 min on ice with gentle shaking. The mixture was filtered through a 40 *μ*m filter into a new tube, followed by centrifugation at 500 g for 8 min (4 °C). Then, we resuspended the precipitation with 150 *µ*L wash buffer (20 mm Tris-HCl, pH 7.8, 10 mm MgCl2, 60 mm KAc, pH 5.6). The above-washed 50,000 nuclei were then tagged with TS-Tn5 at 37 °C for 30 min following the kit's instructions (Vazyme, TD501). After tagging, the integration products were purified using DNA Purification Kit (ZYMO, D4004) and then amplified using Q5 high-fidelity DNA polymerase (New England Biolabs, M0491S) for 10 to 15 cycles. The libraries were sequenced on Illumina HiSeq X Ten with paired-end reads of 150 bp.

### ATAC-seq data analysis

We aligned ATAC-seq reads to *O. sativa* (MSU7.0) reference genome using Bowtie2 (version 2.3.2.) (Langmead and Salzberg 2012). For paired-end 150 bp reads, 100 bp sequences at the 3′ end of the reads were trimmed with the parameter “-3 100.” SAMtools (version 1.9) (Li et al. 2009) was used to filter the low-quality and duplicated reads using the parameters “-F 4 -q 20.” The bigwig files were generated by deepTools (version 2.5.3) (Ramirez et al. 2016). MACS2 was used for ATAC peak calling. We determined the peaks with high reproducibility scores shared between the 2 biological replicates by using the irreproducibility discovery rate (IDR). The differential binding events were identified using the R package “DiffBind.”

### ATAC data footprint analysis

The position weight matrix (PWM) of known rice TFs was obtained from the PlantPAN3.0 database. For ATAC-seq footprint analysis, we used the TOBIAS pipeline following the recommended workflow (Bentsen et al. 2020). The potential open chromatin region binding by the TFs was identified.

### RNA-seq and data analysis

Total RNA was isolated using Plant RNA Extraction Kit (Qiagen, cat. no. 74904) with 2 biological replicates following the manufacturer's instructions, and genomic DNA was removed with the RNase-free DNase Set (Qiagen, cat. no. 79254). Messenger RNAs were isolated with oligo d(T)25 magnetic beads (New England Biolabs, cat. S1419S) and used for preparing the Illumina library. The libraries were sequenced on an Illumina HiSeq X Ten with paired-end reads of 150 bp.

RNA-seq reads were trimmed by seqtk with parameters “trimfq -e 100” and then mapped to rice reference genome using Hisat2 with default parameters. Reads were counted by “HTseq-count” (version 0.11.0, https://htseq.readthedocs.io/en/release_0.11.1/) with parameters “–format = bam –stranded = no –type = mRNA –idattr = Parent.” Fragments per kilobase per million (FPKM) values were calculated by Cufflinks (C. Trapnell et al. 2012). Differential gene expression was performed using R package DESeq2. Genes were considered to be differentially expressed if they showed at least 2-fold difference with an adjusted *P*-value of <0.01.

### ChIP-seq library construction and data analysis

The procedure was followed with our previous work (Wang et al. 2022). Briefly, seedlings with 2 biological replicates were cross-linked with 1% (w/v) formaldehyde in PBS buffer for 30 min, and glycine was added (the final concentration is 0.1 M) to stop the reaction. The cross-linked samples were ground into fine powder in liquid nitrogen. The fine powder was then added with 10 ml nuclei isolation Buffer 1 (10 mm Tris-HCl, pH 8.0, 1 mm EDTA, 0.25 M sucrose, 1% Triton X-100, PI) in a 15 ml tube, which was followed with shaking at 80 rpm on ice for 10 min. Then, the mixture was filtered through a 40 *μ*m filter twice. The filtered supernatant was then centrifuged for 10 min at 6,000 × *g* (4 °C) to obtain the precipitation. The precipitate was then resuspended with Buffer 2 (10 mm Tris-HCl, pH 8.0, 1 mm EDTA, 1% Triton X-100, 1x PI) followed by centrifuging for 10 min at 6000 g (4 °C). We removed the supernatant and resuspended it in Buffer 2 again, followed by centrifugation to obtain the precipitation. Next, 100 *u*L of sonication buffer (10 mm Tris-HCl, pH 8.0, 1 mm EDTA, 0.2% SDS, 1× PI) was added to the precipitate and mixed well for sonication (30 cycles of 30 s on and 30 s off on a Diagenode Bioruptor). Tubes were centrifuged at 10,000 × *g* for 5 min, and supernatants were transferred to new tubes. At this point, ChIP input aliquots were collected.

Dynabeads Protein A (Thermo Fisher Scientific, cat. no. 10002D) were washed with low salt buffer (10 mm Tris-HCl, pH 8.0, 1 mm EDTA, 150 mm NaCl, 1% Triton X-100, 1× PI) and then rotated with antibodies (anti-RNA polymerase II CTD repeat YSPTSPS antibody—ChIP Grade, ab26721) at a concentration of 2 *μ*g antibody per 100 *μ*L of ChIP dilution buffer overnight at 4 °C. After binding, the beads were washed with low salt buffer (10 mm Tris-HCl, pH 8.0, 1 mm EDTA, 150 mm NaCl, 1% Triton X-100, 1× PI), high salt buffer (10 mm Tris-HCl pH 8.0, 1 mm EDTA, 500 mm NaCl, 0.5% Triton X-100, 1× PI), and 10 mm Tris-HCl (pH 8.0) twice. The immunoprecipitated DNA was tagged with TS-Tn5 (Vazyme, TD-501) at 37 °C for 30 min. They were then washed with low salt buffer, high salt buffer, and 10 mm Tris-HCl. After being reverse cross-linked and treated with proteinase K, DNA was purified with DNA recovery beads. The recovered DNA was then amplified following 72 °C for 2 min and 98 °C for 30 s; then 10 to 15 cycles of 98 °C for 15 s, 63 °C for 30 s, and 72 °C for 30 s; and once at 72 °C for 1 min using TruePrep Index Kit V2 for Illumina (Vazyme, cat. no. TD202). PCR products were purified with AMPure beads to remove primers. The libraries were then sequenced on Illumina X Ten platforms in PE150 mode.

ChIP-seq reads were first aligned to *O. sativa* (MSU7.0) reference genome using Bowtie2 (version 2.3.2.) (Langmead and Salzberg 2012). We used SAMtools (version 1.9) (Li et al. 2009) to filter the low-quality and duplicated reads using the parameters “-F 4 -q 20.” We applied MACS2 with parameters “-g 2e8 –nomodel -q 0.01” to call peaks that were normalized with the input control.

### Interplay of GLK ChIP-seq data with ATAC-seq

We retrieved 2 rice GLK ChIP-seq data from NCBI database under accession code PRJNA682315GSE220115 and deployed MACS2 to call the peaks that were normalized with its input control. These peaks were further annotated as ATAC-seq peaks described above.

### Genomic distribution of peaks

The gene annotation file (Osativa_323_v7.0.gene.gff3) was used for the genomic distribution of peaks. Two kb upstream of the transcription start site (TSS) of annotated protein-coding genes was defined as promoters. The gene body was defined as the region between the TSS and the transcription termination site (TES). Downstream regions refer to >300 bp from the TES, while the rest of the genome was annotated as distal intergenic regions. Peaks were assigned to each category using their peak summits.

### Chlorophyll content analysis

About 1 g seedling was used for chlorophyll extraction with 3 biological replicates using 20 mL extraction buffer (ethanol:acetone:ddH2O = 9:9:2 v/v) at room temperature for 48 h under dark conditions. Then the extracted solution was measured with absorbance at 645 and 663 nm. The chlorophyll content was calculated by following the previously reported method (Richardson et al. 2002).

### GO analysis

Functional GO enrichment analysis was performed by web-based toolkit for the agricultural community agriGO v2.038 (http://systemsbiology.cau.edu.cn/agriGOv2/). GO terms with a false discovery rate (FDR) < 0.05 were considered significantly enriched.

### Accession numbers

Sequence data from this article can be found in the NCBI database under accession numbers GSE303225 and GSE303510.

## Supplementary Material

kiaf438_Supplementary_Data

## Data Availability

Sequence data from this article can be found in the NCBI database under accession numbers of GSE303225 and GSE303510.

# Supplementary material for: Altered chromatin accessibility in light and hormone responses of rice seedlings
**Source:** Plant Physiol. 2025 Sep 26;199(2):kiaf438. doi: 10.1093/plphys/kiaf438
**Supplement:** kiaf438_Supplementary_Data

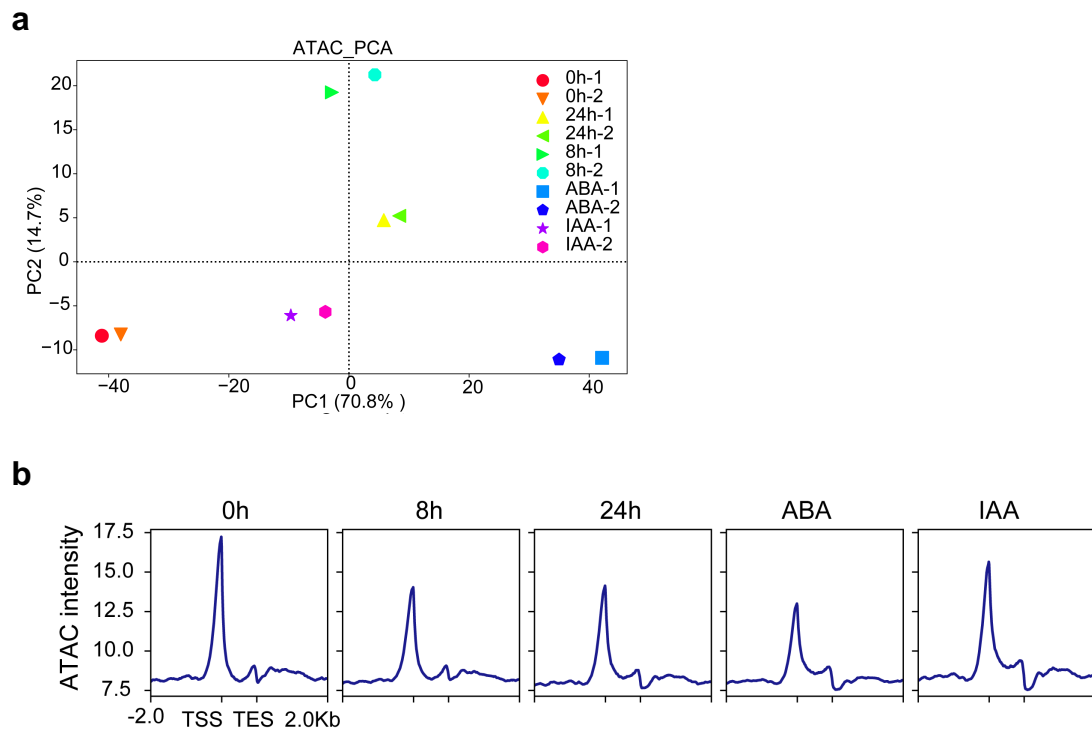

**Supplementary Figure S1. Overview of chromatin accessibility among different samples.** a, Principal-components plots (PCA) of ATAC-seq dataset. Color code is shown. Each dot represents one sample. b, Normalized ATAC density of all the samples within gene coding regions. Seedlings under dark was defined as the first time point (0h), seedlings exposed to light for 8 hours (8h) and 24 hours (24h) were sampled as the second and third time points, respectively. Short-term auxin (IAA) and ABA treatment on rice seedlings at 24 hours (100  $\mu$ M IAA and 100  $\mu$ M ABA for 30 min) were conducted. TSS transcription start sites. TES, transcription end sites.

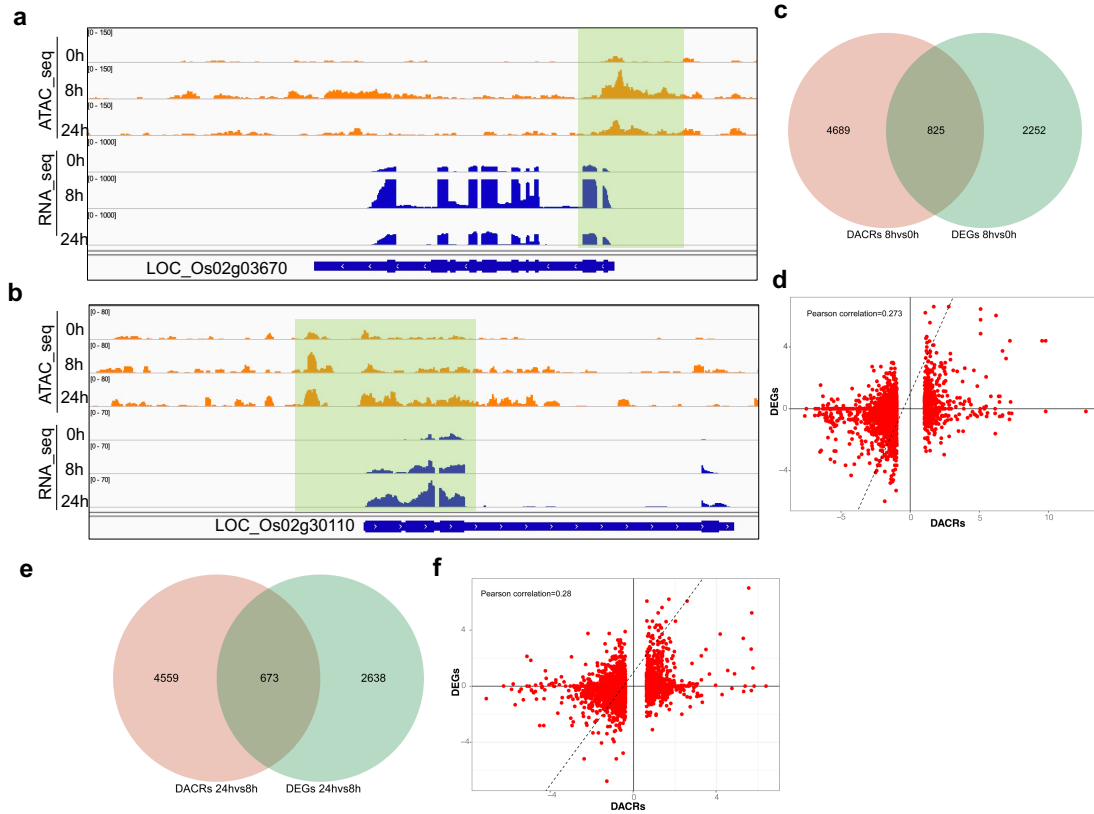

### Supplementary Figure S2. Correlation of DACRs and DEGs

a and b, IGV showing chromatin status on gene of LOC\_Os02g03670 belonged to cluster C2 (a), and gene of LOC\_Os02g30110 in cluster C5 (b). c and d, Venn diagram showing number of differential ACRs (DACRs) overlapped with DEGs (c) and its Pearson correlation between DACRs and DEGs (d) in the comparison between 8h and 0h. e and f, Venn diagram showing number of differential ACRs (DACRs) overlapped with DEGs (c) and its Pearson correlation between DACRs and DEGs (d) in the comparison between 24h and 8h.

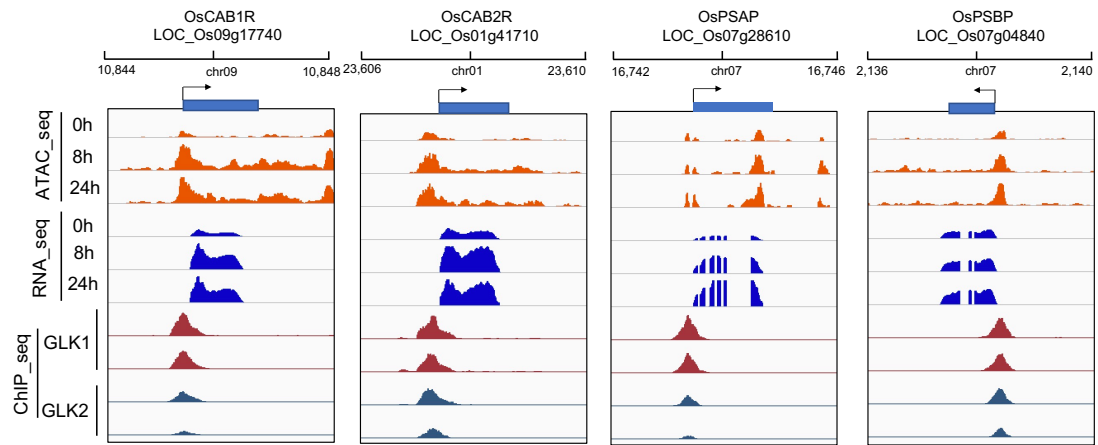

**Supplementary Figure S3. Targeted of GLKs that involved in the photosynthesis process.** Chromatin accessibility, transcript level and GLK-ChIP signals were showed in IGV.

**a**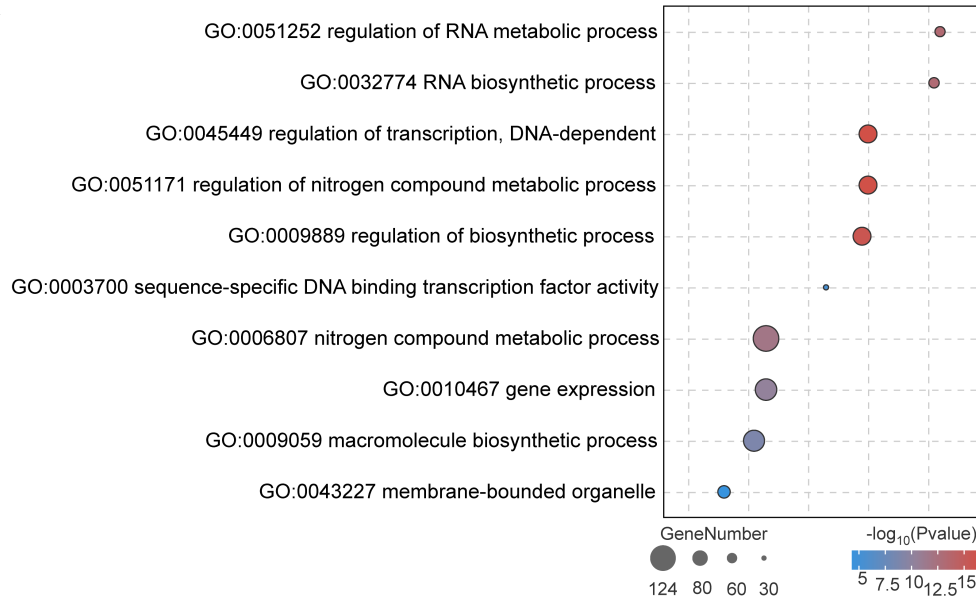**b**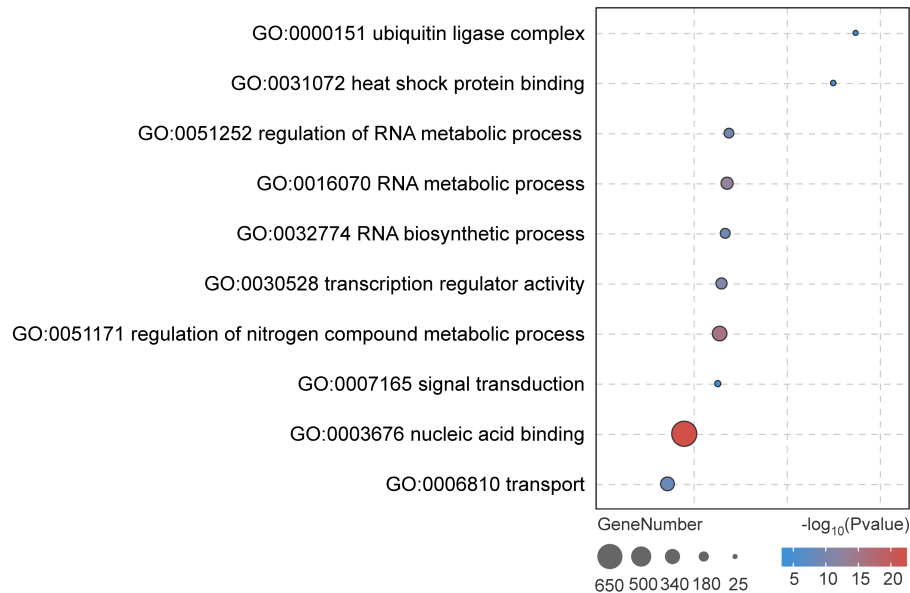**c**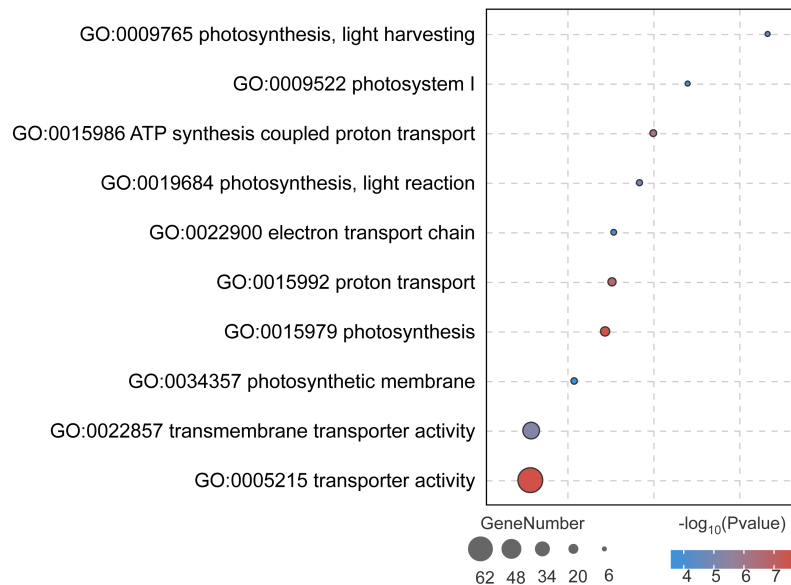

**Supplementary Figure S4. GO analysis of ABA or IAA altered ACRs.** a, GO analysis of genes associated with ABA induced ACRs. b, GO analysis of genes associated with IAA induced ACRs. c, GO analysis of genes associated with IAA repressed ACRs.

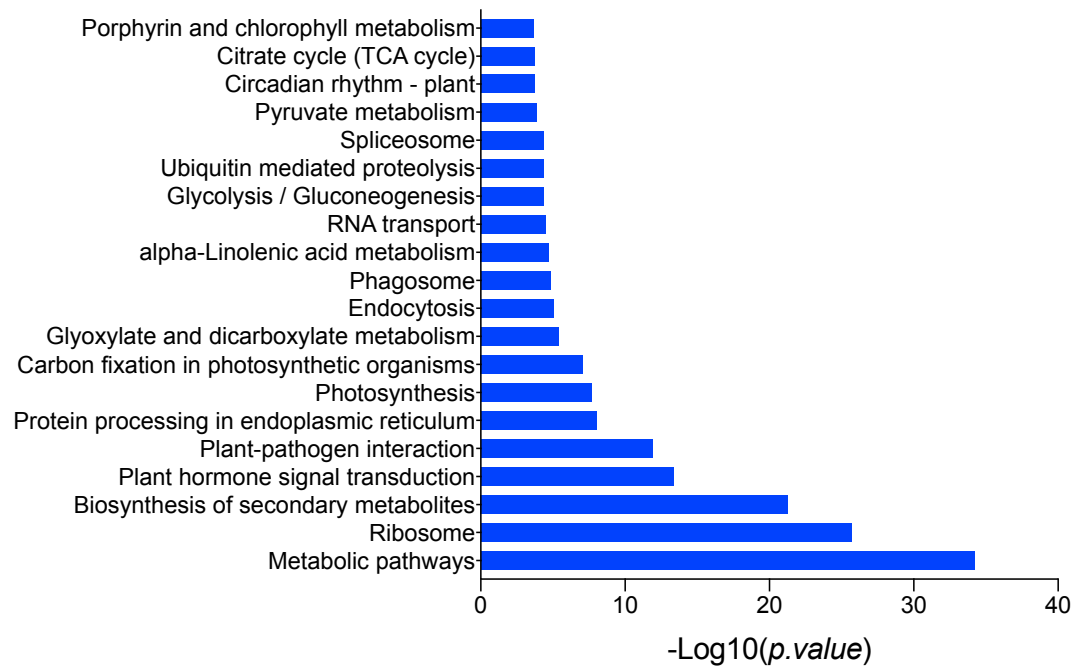

**Supplementary Figure S5. KEGG analysis of IAA activated genes revealed by RNA Pol II binding.**

KEGG analysis of these genes occupied by Pol II treated with exogenous IAA.

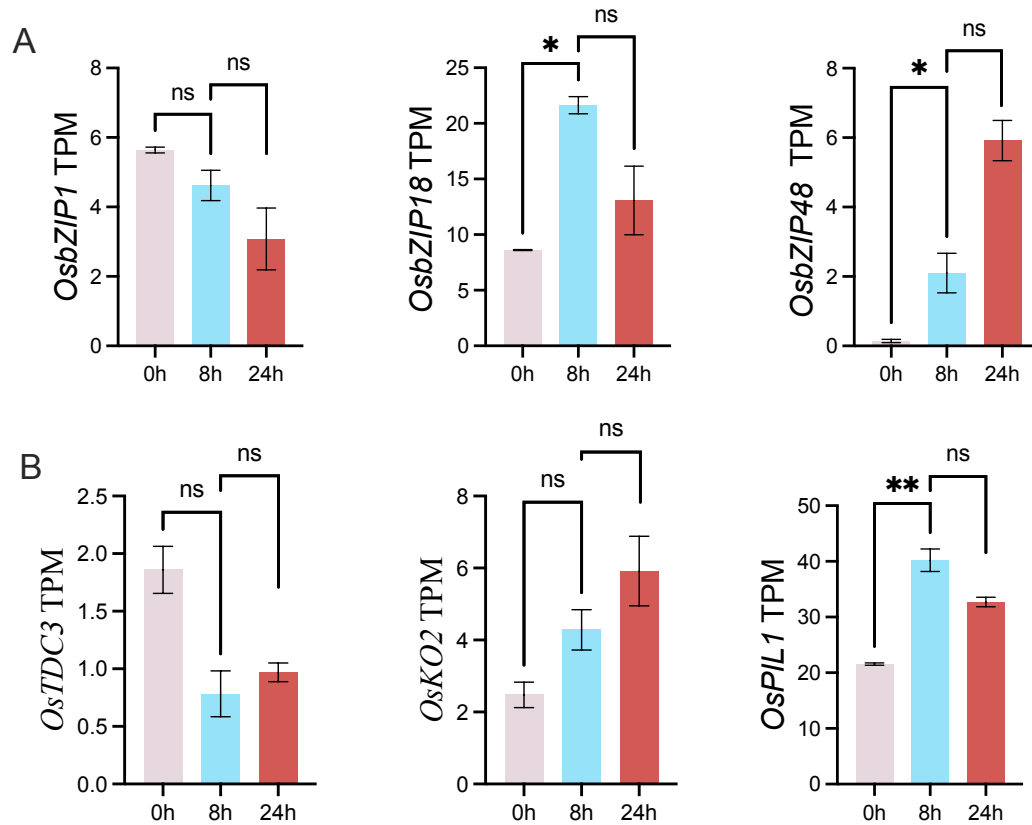

**Supplementary Figure S6. Expression pattern of the *Arabidopsis* homologs of HY5 as well as its targets in rice.**

a, Expression levels of three homologs of *Arabidopsis* HY5 (*AtHY5*) *OsbZIP1* (Os01g07880), *OsbZIP18* (Os02g0203000), and *OsbZIP48* (LOC\_Os06g39960) at three stages. b, Expression levels of *OsbZIP18* target *OsTDC3*, *OsbZIP48* target *OsKO2* and *OsPIL1* (also named as *OsPIL13*) at three stages. Data are means  $\pm$  SD.  $n = 2$ . Seedlings under dark was defined as the first time point (0h), seedlings exposed to light for 8 hours (8h) and 24 hours (24h) were sampled as the second and third time points, respectively. The  $p$ -value was determined by a student t-test. ns=not significant; \* represents  $p$ -value less than 0.05; \*\* represents  $p$ -value less than 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

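Transcript levels were measured by RNA-seq in rice seedlings at 0, 8 and 24 h of light and at 24 h of light after a spray with ABA or IAA, with 2 replicates in each of 5 conditions. The authors trimmed the reads with seqtk, mapped them to the MSU7.0 genome with Hisat2 and calculated FPKM with Cufflinks. The authors deposited one table of FPKM values with a column for each library, and the columns were matched to the samples by their names. The unit was taken from the methods and the name of the table. Supplementary Fig. S6 shows values equal to those of OsbZIP1 under the label TPM, and the values cannot settle which of these units they hold. The part of the table used here has 2282 complete gene rows of chromosome 1, and 1 incomplete row was left out. This is 4.08% of the 55986 rows that the paper's Supplementary Table S3 lists. The 1676 rows of that table used here differed from the deposited values by rounding alone, with a largest relative difference of 4.88e-06. A total over part of a library is not its depth, so the depth is unknown. Among genes under 0.1 FPKM in both replicates, at most 8.7% shared one ratio between the replicates within 2%, so no fixed step for a single read was seen.

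From the FPKM values, log2(FPKM + 1) was computed for the 1092 genes with a mean of at least 1 FPKM over the 10 libraries. The conditions were compared with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes with a trend over all libraries in one fit. A gene was called at a 2-fold change or more and a Benjamini-Hochberg adjusted p-value under 0.01. The authors used DESeq2 for their DEGs, which needs counts and was not used here. The limma step was tested on simulated data in which 200 of 1092 genes changed 3-fold, of which 176 were called in the right direction (88%). Of the 142 changed genes with a mean of at least 5 FPKM, 141 were called, and none of the 892 unchanged genes was called (0 genes). The correlation between neighbouring genes was tested on 2000 simulated genes with a planted correlation of 0.3, and 0.30 was recovered. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

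The genes named in the text are those that the paper names by a locus ID and that lie in the part used here, GLK2 and OsbZIP1, and for each comparison at most 2 called genes with the largest rise and 2 with the largest fall among those in which both libraries of one condition lay beyond both of the other. The pairing of GLK2 with its ID comes from the label in Fig. 3A. With adjusted p-values adjusted over the list alone, 2 of these 2 named genes passed 0.01 for 24 h against 0 h, the same number as with adjustment over all genes tested. Genes were assigned to ACR clusters with the paper's Supplementary Table S2, of which 1998 of 24485 rows were used. They hold 1268 peaks assigned to 888 genes of the expression table. The median change of a cluster was computed over all its genes and was not tested.

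The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-of-ratios scaling, the libraries of each comparison alone, the replicate number as a block, an adjusted p-value under 0.05 and each replicate left out in turn. For the clusters, genes with a mean of at least 1 FPKM, genes in 1 cluster and promoter peaks were also taken alone. The methods state that the authors counted reads with HTseq-count without using strand, and their text names no strand setting for the FPKM values from Cufflinks. The values of overlapping and antisense genes are therefore taken as uncertain, which was not tested. Genes outside the part of chromosome 1 used here, chromatin accessibility and Pol II occupancy are not analysed here.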

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

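The tests of this result were chosen after its values were seen. OsbZIP1 was higher with IAA than at 24 h, with a log2 change of 1.52 (SE 0.133, adjusted p = 2.17e-06 from limma), in a comparison that the paper does not report for this gene, since Supplementary Fig. S6 covers the light stages. Its level was 10.6 ± 0.964 FPKM (SD, n = 2) with IAA and 3.08 ± 0.890 FPKM (SD, n = 2) at 24 h, and both IAA libraries lay above the other 8. A shift of all genes between these libraries does not account for the whole rise, since the change was 1.38 after median-of-ratios scaling. Nor does the lower 24 h library, since the change was 1.30 without 24 h replicate 2. The ABA libraries were sprayed with the same solvent according to the methods, and the difference between IAA and ABA was 1.16 (adjusted p = 1.91e-05 from limma), which argues against the solvent as the whole cause whether or not the 24 h libraries were sprayed with it. After median-of-ratios scaling that difference was 0.91, below a 2-fold change. Reads shared with other genes and the single short exposure stay open. A response of OsbZIP1 to IAA is a hypothesis, found and tested on the same libraries.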

How the results depend on the processing

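The alternatives were listed before the data were examined. Rescaling of each library to a common sum (TPM) was not run, since the table used here is part of each library. Median-of-ratios scaling moved the split between higher and lower calls, and a pseudocount of 0.1 moved the total number of calls more. With the scaling, 70 genes were higher and 25 lower at 8 h than at 0 h, 24 were lower at 24 h than at 8 h, and 105 were higher and 31 lower at 24 h than at 0 h against 76 and 93 as deposited, which is 77.2% higher as against 45%. All 76 genes called higher at 24 h than at 0 h were also called higher after scaling. With IAA, 6 genes were lower, and between IAA and ABA 27 were higher and 18 lower, or 60.0% higher against 84.1%. This scaling sets the typical gene to no change, so it removes by construction the fall of -0.378 in the median of all genes from 0 to 24 h.

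A pseudocount of 0.1 raised the genes called from 88 to 129 at 8 h against 0 h, from 77 to 103 at 24 h against 8 h and from 169 to 227 at 24 h against 0 h, where scaling gave 95, 76 and 136. It gave 66 genes lower at 8 h than at 0 h, 10 lower with ABA, 3 lower with IAA and 80 higher with IAA than with ABA. With a mean of at least 5 FPKM, and so fewer genes tested, 2 genes were lower with ABA and 32 higher with IAA than with ABA. The other counts stayed within 1.5 times the reported ones under these settings, without a filter, with an adjusted p-value under 0.05 and with the libraries of each comparison alone. The replicate numbers do not pair the samples, since the correlations of the replicate differences between conditions ran from -0.065 to 0.109. With a replicate block, 46 genes were higher and 42 lower at 8 h than at 0 h, 38 and 40 at 24 h than at 8 h, 76 and 93 at 24 h than at 0 h, 18 and 4 with ABA, 51 and 1 with IAA, and 53 and 10 with IAA than with ABA. Where a left-out library leaves 1 in a group, no genes were called.

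The median changes of the clusters moved by more than the SD of the replicates as follows, and where no construction shows it the cause was not tested. After median-of-ratios scaling they were from 0 to 8 h 0.00 in C1, -0.01 in C3, 0.00 in C7, 0.03 in C2, 0.08 in C5, 0.00 in C8 and 0.06 in C10, and from 8 to 24 h 0.00 in C1, 0.00 in C3, 0.00 in C7 and 0.00 in C2, and from 0 to 24 h -0.06 in C1, -0.05 in C3, -0.02 in C7, 0.00 in C2, 0.27 in C5 and 0.00 in C8. With a pseudocount of 0.1 they were from 0 to 8 h -0.19 in C1, -0.22 in C3, -0.18 in C7 and -0.17 in C8, and from 8 to 24 h -0.14 in C1 and -0.11 in C7, and from 0 to 24 h -0.48 in C1, -0.48 in C3, -0.41 in C7 and -0.26 in C2. Over genes with a mean of at least 1 FPKM they were from 0 to 8 h -0.21 in C1, -0.23 in C3, -0.21 in C7, -0.09 in C2, -0.19 in C8 and -0.14 in C10, and from 8 to 24 h -0.25 in C1, -0.21 in C3, -0.17 in C7 and -0.29 in C2, and from 0 to 24 h -0.50 in C1, -0.50 in C3, -0.47 in C7, -0.38 in C2 and 0.16 in C5. Over genes in 1 cluster they were from 0 to 8 h -0.12 in C3 and -0.21 in C10, and from 8 to 24 h -0.10 in C1, and from 0 to 24 h -0.31 in C1 and -0.29 in C3. Over promoter peaks they were from 0 to 8 h -0.05 in C10, and from 0 to 24 h 0.17 in C5. With each library left out in turn, the changes ran from -0.36 to -0.33 in C1 for 24 h against 0 h, -0.34 to -0.29 in C7 for 24 h against 0 h, -0.28 to -0.19 in C2 for 24 h against 0 h, -0.12 to -0.10 in C8 for 8 h against 0 h.

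The correlation of the ABA and IAA changes ran from 0.33 to 0.51 with each library left out, the highest without 24 h replicate 1. Of the named genes, the change of GLK2 from 0 to 24 h passed a 2-fold change after scaling (1.11), the difference of OsbZIP1 between IAA and ABA no longer did (0.91), and the change of GLK2 from 0 to 8 h ran from -0.01 to 0.07 with each library left out, negative without 8 h replicate 1, against 0.03. The unknown depth limits what can be said of genes with low values.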

Differences from the paper's values

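The counts below are over 1092 tested genes of part of chromosome 1, while the paper's are over the whole genome, so they are not on one scale. No change of processing could close such gaps, so the alternatives do not test them. The rows used are 4.08% of those the paper lists, and each count of called genes below is under that share of the paper's. The paper used DESeq2 on counts and limma on log2(FPKM + 1) was used here. The cause of the lower share was not tested. The paper reports 1676 genes upregulated and 1654 downregulated by ABA, against 18 and 4 here. For IAA the paper reports 3204 upregulated and 1218 downregulated, against 51 and 1. The paper's DEGs between 8 h and 0 h number about 3100 in Supplementary Fig. S2C, read by eye, against 88 here, and those between 24 h and 8 h about 3300 in Supplementary Fig. S2E, against 77. The paper's Supplementary Table S3 lists 55986 genes and its Supplementary Table S2 lists 24485 peaks, of which 2282 genes and 1998 peaks were used.

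The first principal component holds about 37% of the variance in the paper's Fig. 2D, read by eye, and 56.5% over the genes used here. Without a filter on low values it was 54.6%, with median-of-ratios scaling 55.5% and with a pseudocount of 0.1 55.8%. These alternatives moved it little and left it well above the paper's value.

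The paper describes the numbers of genes up and down with ABA as similar, while 18 were higher and 4 lower here. The measures are unlike, since the paper used DESeq2 on counts and the log2(FPKM + 1) scale used here understates changes at low values. With a pseudocount of 0.1 the split was 25 higher and 10 lower, and after median-of-ratios scaling it was 26 and 4. For C2, the paper's accessibility pattern opens at 8 h, and the median change of the transcripts from 0 to 8 h was -0.03 here, or 0.03 after median-of-ratios scaling and 0.09 relative to all tested genes over those with a mean of at least 1 FPKM. For C5, which opens gradually, it was -0.06, or 0.08 after that scaling. From 0 to 24 h the change of C5 was -0.04 as deposited, and it was positive at 0.27 after scaling, 0.16 over genes with a mean of at least 1 FPKM and 0.17 over promoter peaks, but -0.09 with a pseudocount of 0.1 and -0.09 over genes in 1 cluster. It was 0.04 without 0 h replicate 2 and negative with each of the other libraries of these time points left out. The discussion calls the levels of the GLKs stable from dark to light, while the change of GLK2 from 0 to 24 h was 0.71 (adjusted p = 2.45e-06 from limma). The results of the paper, however, describe GLK2 as significantly induced at 24 h, the direction found here, so this difference is from the discussion alone. The paper calls OsbZIP1 not significantly changed under light, while its change from 0 to 24 h was -0.72 (adjusted p = 3.32e-04 from limma). This is below a 2-fold change, so the gene was not called here either. The legend of Supplementary Fig. S6 names another test, and the panel marks it for each stage against the one before it; that test was not run here. The adjusted p-value of the change from 0 to 24 h from limma was above 0.01 under 2 of the alternatives, at 1.28e-02 without a filter on low values and 2.76e-02 with median-of-ratios scaling, and ran from 3.32e-04 to 3.11e-03 under the others apart from those that leave out a library, for which it is not given.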

Other observations

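The test of expression level, that of separate 24 h libraries and those of gene distance and ranks were set before their values were seen, and the patterns themselves were seen first. Most tested genes were lower at 24 h than at 0 h, with a median log2 change of -0.378. A candidate explanation is that a few abundant transcripts took a larger share of each library, which lowers every other gene alike. Among the 742 genes with a mean of at least 5 FPKM, split into 3 groups of about equal size by mean level, the median change was -0.39 in the low group, -0.43 in the middle group and -0.39 in the high group. The high group minus the low group was 0.00 (bootstrap interval -0.10 to 0.09). The 10 most abundant genes held 19.2% of the sum over the table at 0 h and 24.9% at 24 h. This rise is by itself too small to give the whole fall of -0.378, and abundant genes outside the table were not seen. The share was 27.0% with ABA, where the median of all tested genes changed by -0.104 from 24 h. With IAA it was 24.9%, where that median changed by 0.135. It thus went with the shift for ABA and not for IAA. An even fall is what a larger share of a few abundant transcripts would give, but also what a broad decrease would give. FPKM values are relative, so these cannot be told apart here. The decline of the C1, C3 and C7 genes includes this shift.

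The changes with ABA and with IAA correlated across genes (Pearson 0.38, Spearman 0.42 over 1092 genes, which are not independent replicates). Both use the same 24 h libraries, and simulated unchanged groups that share them gave 0.50 (0.41 to 0.58 in 1000 simulations), above the observed value. With a separate 24 h library for each hormone the correlation was 0.28, above the highest of the simulations made the same way (0.197), so chance values of shared libraries are not the whole cause. A common effect of the spray, if the 24 h libraries were not sprayed with the solvent, and a response common to both hormones stay open and were not tested. Of the called genes, 3 were higher with both hormones.

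Neighbouring tested genes tended to change together. Over 1091 neighbouring pairs and 5 comparisons, the correlation was 0.128 for ABA against 24 h (one-sided permutation p = 0.0001, the smallest that these shuffles of the gene order can give, adjusted p = 0.0005), 0.101 for 24 h against 8 h (p = 0.0006, adjusted p = 0.0015), 0.085 for 24 h against 0 h (p = 0.0028, adjusted p = 0.0047), 0.063 for 8 h against 0 h (p = 0.0148, adjusted p = 0.0185) and 0.038 for IAA against 24 h (p = 0.1004, adjusted p = 0.1004). For ABA and for 24 h against 8 h, reads of adjoining genes do not account for it. Pairs at least 1 kb apart gave 0.129 for ABA and 0.091 for 24 h against 8 h (p = 0.0033, permutation). Such pairs gave 0.068 for 24 h against 0 h (p = 0.0184, permutation), lower than over all pairs. They gave 0.062 for 8 h against 0 h (p = 0.0271, permutation) and 0.035 for IAA (p = 0.1476, permutation). The rank correlation over all pairs was highest for 24 h against 0 h, at 0.122 (p = 0.0001, permutation), and it was 0.108 at 1 kb or more (p = 0.0009, permutation). It was 0.086 (p = 0.0012, permutation) and 0.079 (p = 0.0085, permutation) for 8 h against 0 h, and 0.036 (p = 0.1144, permutation) and 0.031 (p = 0.1613, permutation) for IAA. For 24 h against 8 h the rank correlation was 0.096 (p = 0.0012, permutation), which argues against a few pairs with large changes. For ABA the rank correlation was 0.056 (p = 0.0311, permutation) and 0.045 at 1 kb or more (p = 0.0777, permutation), so a few pairs with large changes stay open there, by a requirement that both rank values pass, which was set after they were seen. Reads shared between tandem copies were not tested, and shared regulation of neighbouring genes may be a reason only as a hypothesis.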
